# Pachymic Acid Inhibits Growth and Induces Apoptosis of Pancreatic Cancer In Vitro and In Vivo by Targeting ER Stress

**DOI:** 10.1371/journal.pone.0122270

**Published:** 2015-04-27

**Authors:** Shujie Cheng, Kristen Swanson, Isaac Eliaz, Jeanette N. McClintick, George E. Sandusky, Daniel Sliva

## Abstract

Pachymic acid (PA) is a purified triterpene extracted from medicinal fungus *Poria cocos*. In this paper, we investigated the anticancer effect of PA on human chemotherapy resistant pancreatic cancer. PA triggered apoptosis in gemcitabine-resistant pancreatic cancer cells PANC-1 and MIA PaCa-2. Comparative gene expression array analysis demonstrated that endoplasmic reticulum (ER) stress was induced by PA through activation of heat shock response and unfolded protein response related genes. Induced ER stress was confirmed by increasing expression of XBP-1s, ATF4, Hsp70, CHOP and phospho-eIF2α. Moreover, ER stress inhibitor tauroursodeoxycholic acid (TUDCA) blocked PA induced apoptosis. In addition, 25 mg kg^-1^ of PA significantly suppressed MIA PaCa-2 tumor growth *in vivo* without toxicity, which correlated with induction of apoptosis and expression of ER stress related proteins in tumor tissues. Taken together, growth inhibition and induction of apoptosis by PA in gemcitabine-resistant pancreatic cancer cells were associated with ER stress activation both *in vitro* and *in vivo*. PA may be potentially exploited for the use in treatment of chemotherapy resistant pancreatic cancer.

## Introduction

The high mortality rates of pancreatic cancer, one of the most lethal cancers worldwide, are the result of inadequate tools for early diagnosis and few therapeutic options [1]. Gemcitabine, a cytotoxic nucleoside analogue, is the current clinical standard of care for advanced pancreatic cancer but has a response rate of less than 20% [2]. A potential novel strategy for highly treatment-resistant cancers is the induction of an organelle-related stress response, such as endoplasmic reticulum (ER), nuclear and mitochondrial stress response in cancer cells [3]. Considering that pancreatic cancer cells have a prominent ER [4, 5], this organelle may represent an attractive therapeutic target.

ER is the principal site of protein synthesis, folding and modification [6]. Several physiological conditions such as oxidative stress, glucose deprivation and infection can lead to disturbances in the ER [7]. Under these conditions, protein folding is disrupted and unfolded or misfolded proteins accumulate in the ER lumen, which lead to ER stress [8, 9]. To overcome the effects of ER stress, a series of adaptive and protective strategies have evolved, including two highly conserved systems—the heat shock response (HSR) and the unfolded protein response (UPR) [10]. Both systems act as quality control processes to facilitate protein folding and suppress protein synthesis [10, 11]. HSR involves stimulation of factors and pathways, such as inducing the synthesis of molecular chaperones (e.g., Hsp70), to attenuate the burden of misfolded proteins [10, 12]. UPR is initiated by three ER transmembrane receptors: activating transcription factor-6 (ATF6), inositol-requiring enzyme 1 (IRE1) and PKR-like ER kinase (PERK) [13]. Among of them, PERK appears to play the major role in the face of mild ER stress. The activated PERK kinase phosphorylates the alpha subunit of the eukaryotic initiation factor 2 (eIF2α), which results in the first step in the UPR: decreased translation initiation and protein synthesis [14, 15].

As a pro-survival and protective response, UPR aims at reducing the backlog of unfolded or misfolded proteins to restore normal ER function [16]. However, if the stress cannot be resolved, signaling through ATF6, IRE1 and PERK trigger pro-apoptotic response through activation of downstream molecules, such as transcription factor C/EBP homologous protein (CHOP), which further induce apoptosis during prolonged ER stress [11].

A number of pharmacological agents that directly or indirectly induce ER stress have been shown to trigger apoptotic cell death of pancreatic cancer. Edelfosine, an alkyl-lysophospholipid analog, induces ER stress and apoptosis *in vitro* and *in vivo* through its accumulation in the ER [17]. 1, 1-bis (3'-indoly)-1-(p-substituted phenyl) methanes activate ER stress-mediated apoptosis in pancreatic cancer in a structure-dependent manner [18]. 3, 3'-diindolylmethane and its derivatives induce apoptosis through ER stress-dependent upregulation of death receptor in pancreatic cancer cells [19]. Bortezomib, a potent and selective inhibitor of proteasome, sensitizes pancreatic cancer cells to ER stress-induced apoptosis and strongly enhances the antitumor activity of cisplatin [20].

*Poria cocos* is a medicinal fungus in the *Polyporaceae* family that grows in pine trees and its sclerotium is widely used in traditional Asian medicine for its sedative, diuretic, digestive and tonic effects [21–23]. Pachymic acid (PA), a triterpenoid from *P*. *cocos*, has been reported to possess anticancer properties in different types of cancer cells [24–28]. However, the effect of PA against pancreatic cancer remains to be evaluated and the mechanism is not clear. Previous work in our laboratory has shown that PA suppresses growth and invasiveness of pancreatic cancer cells through downregulation of MMP-7 [29]. In the present study, using various *in vitro* and *in vivo* experimental approaches including comparative gene expression array analysis as a discovery tool, we report for the first time that PA, behaves as an effective anticancer agent, inhibits growth and induces apoptosis of chemotherapy resistant pancreatic cancer cells by targeting ER stress.

## Materials and Methods

### Cell culture and reagents

The human pancreatic cancer cell lines PANC-1 and MIA PaCa-2 were obtained from ATCC (Manassas, VA). PANC-1 cells were maintained in Dulbecco's modified Eagle's medium containing penicillin (50 U ml^-1^), streptomycin (50 U ml^-1^) and 10% fetal bovine serum (FBS). MIA PaCa-2 cells were maintained in Dulbecco's modified Eagle's medium containing penicillin (50 U ml^-1^), streptomycin (50 U ml^-1^), 10% FBS and 2.5% horse serum (HS). Media came from ATCC. Supplements, FBS and HS were obtained from Gibco BRL (Grand Island, NY). DMSO was purchased from Sigma (St. Louis, MO). All other chemicals and reagents were of analytical grade. Anti-cleaved PARP antibody was obtained from BD Biosciences (San Jose, CA and anti-β-actin antibody was obtained from Santa Cruz Biotechnology (Santa Cruz, CA). Anti-CHOP, anti-phospho-eIF2α and anti-eIF2α antibodies were obtained from Cell Signaling Technology (Beverly, MA). Anti-Hsp70 was obtained from Enzo Life Sciences (Farmingdale, NY). Anti-XBP-1s from BioLegend (San Diego, CA), anti-ATF6 and anti-ATF4 from Abcam (Cambridge, MA) were kindly provided by Dr. Michael A.J. Zieger from Cryobiology Laboratory, Methodist Research Institute, Indiana University Health. Tauroursodeoxycholic acid (TUDCA) was purchased from Calbiochem (Darmstadt, Germany). PA was purchased from Shinning-biotech (Chengdu, Sichuan, China) and dissolved in DMSO at a concentration of 50 mM then stored at -20°C.

### Determination of apoptosis

Apoptosis induction in PA-treated cells was assessed by quantitation of cytoplasmic histone-associated DNA fragments and western blotting for PARP cleavage (c-PARP). The Cell Death Detection ELISA^PLUS^ Kit (Roche, Indianapolis, IN) was used to detect the amount of cytoplasmic histone-associated DNA fragments according to the manufacturer’s instructions and expressed relative to vehicle-treated cells (set equal to 1).

### DNA microarray analysis

MIA PaCa-2 cells were treated with PA (0 and 30 μM) for 24 h in quadruplicates. Total-RNA from each sample was isolated with RNeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. The integrity of the isolated RNA was checked on an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA). The Center for Medical Genomics at Indiana University School of Medicine received total RNA and carried out all the steps of processing the RNA, hybridization to the Affymetrix Human PrimeView GeneChips, washing, scanning and initial analysis. The 3’IVT express kit from Affymetrix (Affymetrix, Santa Clara, CA) was used to label the samples. The CEL files were scanned for defects and none were found, The CEL files were imported into Partek Genomics Suite for analysis (Partek, Inc., St. Louis, Mo) RMA (Robust Multi-Array Average) signals were generated for the core probe sets using the RMA background correction, quantile normalization and summarization by Median Polish [30]. Summarized signals for each probe set were log2 transformed. These log-transformed signals were used for Principal Components Analysis, Hierarchical Clustering and Signal Histograms to determine if there were any outlier arrays, no outliers were detected. Untransformed RMA signals were used for fold change calculations. Data was analyzed by 2-way ANOVA using cell line and treatment as factors plus the interaction of cell line and treatment. The q-value program from Storey and Tibshirani was used to calculate false discovery rates.

### Western blot analysis

PANC-1, MIA PaCa-2 cells were treated with PA (0–30 μM) for 10 min, 30 min or 24 h, respectively. Whole protein extracts isolated from cells and tumor tissues were prepared and western blot analysis with anti-cleaved PARP, anti-XBP-1s, anti-ATF6, anti-ATF4, anti-Hsp70, anti-CHOP, anti-phospho-eIF2α or anti-eIF2α antibodies were performed as previously described [31]. Western blots were quantified with HP-Scanjet 550c and analyzed by UN-SCAN-IT software (Silk Scientific, Orem, UT). Three independent experiments were done for all the immunoblot studies and quantitative data composed of all the experiments with statistical analysis were added below the representative blot image.

### Human pancreatic tumor xenograft experiment

Animal experiments were conducted strictly in accordance with the protocol approved by the Animal Research Committee at the Methodist Hospital (protocol no. 2011–07). MIA PaCa-2 cells (3x10^6^) in 100 μl DPBS were implanted subcutaneously in the right flank on the ventral side of the 6 weeks old female nude mice (Harlan, Indianapolis, IN, USA). When tumors became palpable after 1–3 weeks (40–60 mm^3^), animals were randomly assigned into three groups (n = 15) and received intraperitoneal (i.p.) injection 3 times per week of vehicle or PA (25 mg kg^-1^ and 50 mg kg^-1^) of body weight for additional 5 weeks. Tumor sizes were measured 3 times per week with microcalipers and the tumor volumes were calculated with the standard formula: tumor volume (mm^3^) = L x W^2^ x 0.5, where L is the length and W is the width of the tumor. At the end of the experiment (Day 35), the mice were euthanized by CO_2_ inhalation. The tumors were harvested and fixed in 10% neutral-buffered formalin at 4°C for 24 h or snap frozen and stored separately in liquid nitrogen.

### Apoptosis measurement in tumor xenograft

All formalin-fixed tumors were embedded in paraffin within 48 h and five-micrometer sections were stained with hematoxylin and eosin (H&E). The slides were viewed under a Leica microscope (Leica Instruments, Melville, NY) and apoptosis in the viable tumor cell area was quantified by counting apoptotic bodies in four 20 x fields of view for n = 6–12 tumors per group by 2 independent observers.

### Toxicology studies *in vivo*

Toxicity of PA was evaluated in the 6 weeks old female nude mice (Harlan, Indianapolis, IN). The mice were acclimatized for 1 week and treated with PA (0, 25 or 50 mg kg^-1^ of body weight, n = 15 per group) by i.p. 3 times per week for additional 5 weeks. The body weight was evaluated 3 times per week. At the end of the experiment, animals were euthanized by CO_2_ inhalation. Blood was collected and a gross pathology examination performed. Liver, spleen, kidney, lung and heart were harvested, fixed in 10% neutral-buffered formalin at 4°C for 24 h followed tissue processing overnight and then embedded in paraffin. Five-micrometer sections were stained with H&E. The levels of alkaline phosphatase (ALP), alanine aminotransferase (ALT), aspartate aminotransferase (AST), albumin and total protein were determined at the IU Health Pathology Laboratory (Indianapolis, IN).

### Quantitative RT-PCR

The quantitative real-time polymerase chain reaction (qRT-PCR) was performed using ABI PRISM 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA) according to the manufacturer's instructions. Total RNA was isolated from tumors with RNeasy Mini Kit (Qiagen, Valencia, CA). RNA quality was monitored and quantified using the Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA). The RNA samples were reverse transcribed into cDNA using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). The cDNA (100 ng per sample) was subjected to qPCR analysis in triplicate. Analysis of the relative quantity gene expression (RQ) of *HSPA6* and *CHOP* was normalized by *ACTB* expression and was performed using the 2^-ΔΔCt^ method [32].

### Statistical analysis

All the statistical analysis was performed using SigmaPlot 11.2.0 (Systat Software Inc., San Jose, CA). Data were presented as mean ± SD. Statistical comparisons between two groups of data were carried out using Student's t-test and comparisons between many groups of data were carried out using ANOVA with the significance level adjusted using the repeated t-tests with Bonferroni correction.

## Results

### PA induces apoptosis in chemoresistant pancreatic cancer cells

The survival outcome of pancreatic cancer is associated with chemotherapy resistant to current chemotherapy regimens [33]. Gemcitabine results in a tumor response rate of 12% and offers a median survival time of 5 months, which means that the best current treatment offers very modest benefits [34]. Altered cell apoptosis is considered to be an important mechanism in pancreatic cancer chemotherapy resistant and is an attractive research area [33].

It was reported that pancreatic cancer cell lines PANC-1 and MIA PaCa-2 were resistant to gemcitabine treatment [35–37]. In addition, we previously demonstrated that PA inhibits proliferation of PANC-1 (IC50-24 h = 23.49 μM) and MIA PaCa-2 (IC50-24 h = 26.61 μM) cells, respectively [29]. The apoptosis inducting effects of PA in gemcitabine-resistant PANC-1 and MIA PaCa-2 were determined by the induction of nuclear DNA fragmentation using ELISA [38]. Treatment of PANC-1 or MIA PaCa-2 cells with different concentrations of PA for 24 h resulted in an increase in apoptosis (Fig 1A and 1B). PA-induced apoptosis was nearly 19 fold in PANC-1 cells and 8 fold in MIA PaCa-2 cells comparing with their respective controls (Fig 1A and 1B).

**Fig 1:**
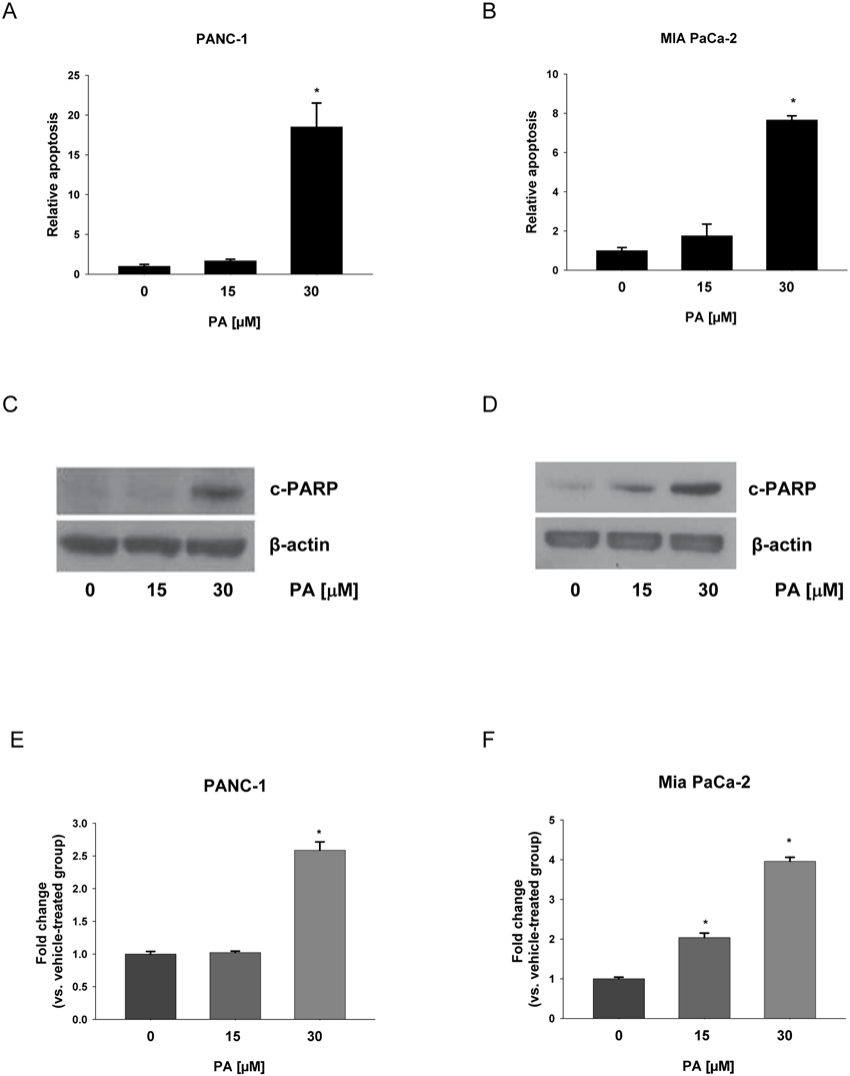
PA induces apoptosis in chemotherapy resistant pancreatic cancer cells. (A) PANC-1 and (B) MIA PaCa-2 cells were treated with PA (0–30 μM) for 24 h. Apoptosis was detected by Cell Death Detection ELISA and expressed relative to vehicle-treated cells (set equal to 1). Data were compared by ANOVA with Bonferroni correction for the significant level. Here, *p≤0.025 was considered significant for the individual t-tests. Apoptosis was confirmed in C) PANC-1 and D) MIA PaCa-2 cells treated with same concentrations of PA for 24 h. Representative blots show expression of PARP cleavage (c-PARP) and β-actin was used as loading control. Three independent experiments were done for the western blot studies and quantitative data composed of all the experiments in E) PANC-1 and F) MIA PaCa-2 cells with statistical analysis were shown below the representative blot image. *P<0.050 was considered to be significant when compared to control (n = 3) by Student t-test. The graphical data represent mean +/- SD.

Apoptosis inducing effects of PA were further confirmed by increased expression of cleaved PARP (c-PARP). PARP is a 116-kDa nuclear poly (ADP-ribose) polymerase, which is involved in DNA repair in response to environmental stress and cleavage of PARP facilitates cell disassembly [39, 40]. PANC-1 and MIA PaCa-2 cells were exposed to different concentrations of PA for 24 h and the c-PARP was detected by western blot analysis. As expected, PARP cleavage was clearly observed in PA treated cells by the presence of an 89-kDa fragment (Fig 1C and 1D). Quantification results showed approximately 3 fold increases in the expression of PARP cleavage in PANC-1 cells and 4 fold increases in MIA PaCa-2 cells by PA treatment comparing with their vehicle-treated controls (Fig 1C and 1D).

### PA upregulates expression of ER stress related genes

In order to gain further mechanistic insight into the molecular events underlying gemcitabine-resistant pancreatic cancer cell-directed apoptosis of PA, the Human Prime View Array was used. This gene expression array was designed using the 3’ end of the transcript. 

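RNA of MIA PaCa-2 cells, a line from a human pancreatic carcinoma, was measured on 8 arrays after 24 h, 4 of cells that had received 30 μM PA, a triterpenoid of the fungus P. cocos, and 4 of cells that had received DMSO, its solvent. Each array gave a log2 RMA signal for 49395 probe sets. The authors had made these signals in Partek Genomics Suite by RMA background correction, quantile normalization and median polish, and they are given to 2 decimals. The median signal ranged from 5.71 to 5.77 over the arrays. The correlation between arrays was 0.9958 to 0.9975 within a group and 0.9906 to 0.9955 between groups. The first principal component held 45.4% of the variance and placed all 4 PA arrays apart from all 4 control arrays.
From these signals, probe sets were kept when the mean of the higher group was at least 4, the detection limit described with the S1 Table, and control probe sets were left out, which gave 38748 probe sets. A gene was read at the probe set that carries its symbol alone and has the highest mean signal, which gave 15226 genes. PA was compared with control by limma, with Benjamini-Hochberg adjustment, and a probe set or gene was counted as raised or lowered at an adjusted p under 0.05 and a change of at least 1.5-fold. Members of 21 gene lists, and the separate probe sets of a named gene, were counted at an adjusted p under 0.05 at any fold. Each list was tested by limma's camera. The S1 Table had been read before the lists and the rule for naming genes were written, so its values count as seen.
Some control probe sets differed with the treatment. The mean of the 8 background probe sets with at least 18 G or C among their 25 bases was 6.77 ± 0.16 (SD, n = 4) in control and 7.03 ± 0.082 in PA arrays (exact two-sided permutation test, p = 0.0571). The first principal component also followed this mean within each group, so it is not a measure of treatment alone. Its lowest and highest scores in control arrays were -30 at a mean of 6.59 and -11.76 at 6.945. In PA arrays they were 14.89 at 6.92 and 25.24 at 7.118. The other background probe sets had means of 3.09 ± 0.040 and 3.16 ± 0.011 (exact two-sided permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). The 18 probe sets of the hybridization controls, which are spiked in and do not come from the cells, had a mean of 10.94 ± 0.022 in control and 11.02 ± 0.043 in PA arrays (exact permutation p = 0.0286). All 18 had a higher mean in PA arrays, by 0.01 to 0.22 with a median of 0.08, and in 4 of them all PA arrays lay above all control arrays. The 24 probe sets of the spiked poly-A controls had means of 6.98 ± 0.10 and 6.96 ± 0.076 (exact permutation p = 0.686). The control for the middle of 28S ribosomal RNA was at 10.95 ± 0.087 and 11.58 ± 0.091, and that for its 5′ part at 11.94 ± 0.087 and 12.28 ± 0.057 (p = 0.0286 each by the same exact test), while that for its 3′ part was at 5.23 ± 0.12 and 5.18 ± 0.15 (exact permutation p = 0.714). The difference between the 3′ and 5′ probe sets of ACTB, a measure of intact RNA, was 1.16 ± 0.13 and 1.06 ± 0.087 (exact permutation p = 0.286), and that of GAPDH 0.165 ± 0.027 and 0.173 ± 0.026 (exact permutation p = 0.743). The paper's methods state treatment in quadruplicate and RNA isolation from each sample, and do not state whether the 4 samples of a group were treated on separate days or came from separate passages, so the p-values measure only the spread between these samples.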

Sequences used in the array were selected from the RefSeq version 36, UniGene database 219, and full-length human mRNAs from GenBank. There are 36,000 transcripts (genes plus some variants) interrogated on the array. All data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE64111.

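PA at 30 μM raised 184 and lowered 255 of the probe sets tested in MIA PaCa-2 cells. At the level of genes, 71 rose and 108 fell, while with the mean of all probe sets of a gene 56 rose and 52 fell. After HSPA6 and ATF3, the largest rises among genes whose 4 PA arrays all lay above the 4 control arrays were those of CXCL3, HBEGF, CXCL8, CCN2, CXCL2, TNFRSF9, ADAMTS4, ZFAND2A, SERPINB8 and CCN1, with log2 changes of 1.08 to 1.35. CXCL8, a chemokine that attracts neutrophils, went from a log2 signal of 11.43 ± 0.069 (SD, n = 4) to 12.70 ± 0.040 (n = 4), a rise of 1.26. It had a standard error of 0.048 on the log2 scale and an adjusted p of 5.35e-06 from limma. HBEGF, a ligand of the EGF receptor, went from 6.91 ± 0.17 to 8.25 ± 0.16 (log2 change 1.34, adjusted p = 1.78e-04 from limma). CCN2, the connective tissue growth factor, rose 2.36-fold (adjusted p = 2.05e-04), and TNFRSF9, a receptor of the TNF receptor family, 2.27-fold (adjusted p = 7.18e-06 in the same test). ADAMTS4, a metalloproteinase that cleaves aggrecan, rose 2.21-fold (log2 change 1.14, and 0.54 with the mean of all its probe sets), and SERPINB8, a serine protease inhibitor, 2.13-fold.
Of the raised probe sets, 163 carried a single gene symbol, and these covered 106 genes. A change of at least 2-fold was reached by 30 raised and 12 lowered probe sets, and by 16 raised and 6 lowered genes. All 184 raised probe sets are among the 191 of the S1 Table. Without a fold threshold, 3098 probe sets were raised and 3516 lowered. At an unadjusted p under 1e-05 from limma with at least 1.5-fold, 115 were raised and 75 lowered. All 4 PA arrays lay above all 4 control arrays in 1810 genes, or 11.9%, and below them in 2204, or 14.5%, where chance gives 1.43% each way. With the mean of the GC-rich background probe sets as a covariate, a setting chosen after seeing the data, 152 probe sets were raised and 81 lowered, and 69 genes were raised and 53 lowered. Of these 233 probe sets 163 were among the 439 raised or lowered without the covariate. Standard errors of genes were larger by a median of 1.48 times in that setting. Of 94 named genes that passed at any fold 41 no longer passed, 10 of them with a change at least as large as before, and the change of these 41 was a median of 0.771 times that before.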

In the present investigation, 191 genes were significantly upregulated in MIA PaCa-2 cells after 30 μM PA treatment (fold change threshold = 1.50; ANOVA, Storey-Tibshirani false discovery rate correction, *P* < 1E-05) (S1 Table). Among these genes, a relatively large number of genes related to stress response, especially ER stress, were identified by searching literature. For example, significant upregulation of HSR gene expression was observed including genes encoding the heat shock 70kDa protein 6 (HSP70B') (*HSPA6*; 19.93-fold), heat shock 70kDa protein 1A (*HSPA1A*; 2.45-fold), DnaJ (Hsp40) homolog, subfamily A, member 4 (*DNAJA4*; 2.01-fold), heat shock 70kDa protein 1B (*HSPA1B;* 1.90-fold), DnaJ (Hsp40) homolog, subfamily B, member 1 (*DNAJB1*; 1.64-fold) and heat shock 70kDa protein 8 (*HSPA8*; 1.62-fold). Moreover, upregulation of genes encoding activating transcription factor 3 (*ATF3*; 3.30-fold), the p53-regulated DNA damage inducible stress sensor growth arrest and DNA-damage-inducible, alpha (*GADD45A*; 1.88-fold), antioxidant enzyme heme oxygenase (decycling) 1 (*HMOX1*; 1.83-fold), and the ER stress responsive transcription factor DNA-damage-inducible transcript 3 (*CHOP/GADD153*; 1.70-fold) were detected as well (Table 1).

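Targets of ATF4 and CHOP, the factors that act after phosphorylation of eIF2α, rose as a group with PA. Of 31 measured, 15 were raised, 2 were lowered and 14 did not pass (17 raised and 3 lowered when adjusted over the list alone). TRIB3, a pseudokinase that CHOP induces, went from a log2 signal of 8.55 ± 0.079 (SD, n = 4) to 9.38 ± 0.10 (log2 change 0.83, adjusted p = 1.79e-04 from limma), and changed by 0.53 with the mean of its probe sets. CEBPG, a bZIP partner of ATF4, rose by 0.65 (standard error 0.061). The lowered members were VLDLR, a lipoprotein receptor, at -0.73, and ERO1A, an oxidase of the ER, at -0.30. The median log2 change of this list was 0.18, with an adjusted p of 7.26e-06 from camera and an adjusted p = 0.0443 with an estimated correlation.
Of 34 ER chaperones and genes of ER-associated degradation, targets of ATF6 and XBP1, 14 were raised, 1 was lowered and 19 did not pass (14 and 2 when adjusted over the list alone). None of the raised members reached 1.5-fold. SDF2L1 rose by 0.57 on the log2 scale (standard error 0.062, adjusted p = 7.14e-04 from limma), DNAJB9, a cofactor of BiP, by 0.43, and MANF, a secreted protein of the stressed ER, by 0.41. The lowered gene was SEL1L, a part of the degradation complex, at -0.23. The list's median was 0.04 (adjusted p = 0.0104 from camera, and adjusted p = 0.0706 with an estimated correlation). Of 19 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs and many of which ATF4 induces, 7 were raised, none was lowered and 12 did not pass (13 raised and 1 lowered when adjusted over the list alone), with a median of 0.13. The highest were MARS1 at 0.30, WARS1 at 0.29 and YARS1 at 0.26. This list had an adjusted p of 3.63e-04 from camera and an adjusted p = 0.103 with an estimated correlation. Of 24 targets of NRF2, the factor of the response to oxidants, 8 were raised, 2 were lowered and 14 did not pass (the same counts when adjusted over the list alone), with a median of 0.00 and an adjusted p of 0.295 from camera. MAFG rose by 0.39 and SQSTM1 by 0.27, while PIR changed by -0.51 and ME1 by -0.26. VLDLR, ERO1A, SEL1L and ME1 were named after their values were seen.
The S1 Table holds 5 of the measured ATF4 and CHOP targets, 1 of the ER genes and 2 of the NRF2 targets, so those members are not independent evidence of direction. With the GC-rich background as a covariate, which was higher in the PA arrays, the ATF4 and CHOP targets had a camera adjusted p of 9.04e-07, while SQSTM1 (0.26, standard error 0.058 against 0.039 before), WARS1 (0.23, 0.076 against 0.051), YARS1 (0.20, 0.061 against 0.044), MARS1 (0.21), MAFG (0.27) and PIR (-0.29) no longer passed.

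**Figure D1:**
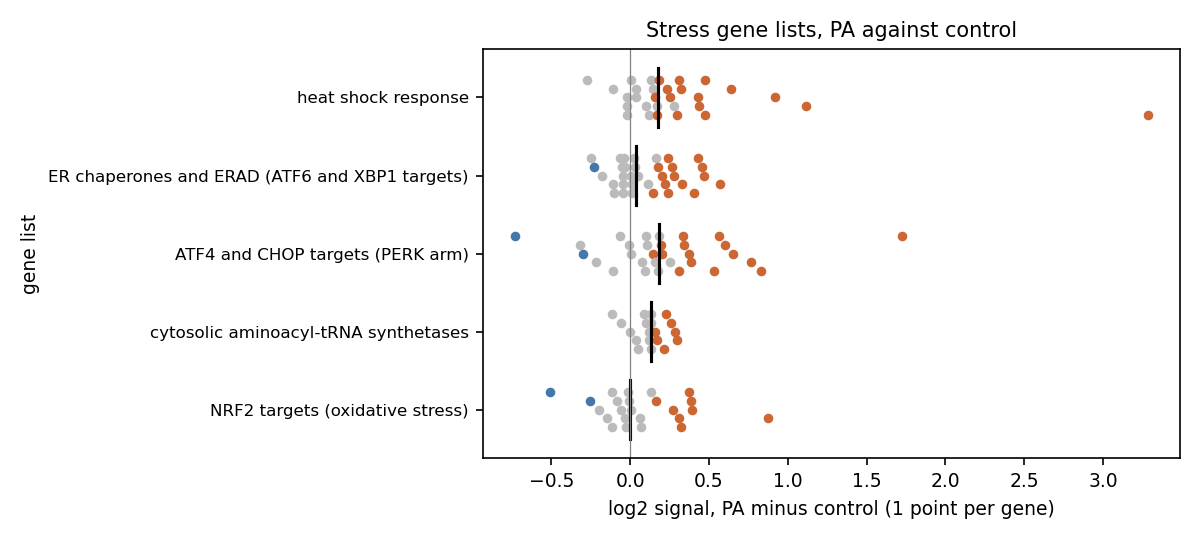
Change in log2 RMA signal with PA for each measured member of 5 lists of stress genes, 1 point per gene, with members raised at an adjusted p under 0.05 in orange, lowered in blue, others in grey, and the list's median as a black line. The medians lie between 0.00 and 0.18, and HSPA6 is the point farthest to the right.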

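Of 30 measured genes of the heat shock response, cytosolic chaperones and their cofactors, 16 were raised by PA, none was lowered and 14 did not pass (21 raised and 1 lowered when adjusted over the list alone). The list's median log2 change was 0.18, with an adjusted p of 2.23e-08 from camera, and it did not pass with an estimated correlation (adjusted p = 0.05002). HSPA6, a strictly inducible Hsp70, was near the background in control cells. Its own probe set went from a log2 signal of 4.78 ± 0.12 (SD, n = 4) to 8.06 ± 0.31 (n = 4), or 9.75-fold (log2 change 3.29, standard error 0.14, adjusted p = 6.69e-06 from limma). The probe set that HSPA6 shares with HSPA7 went from 4.86 ± 0.084 to 9.18 ± 0.26, or 19.97-fold. HSPA1A, an inducible Hsp70, has no probe set of its own here. The 3 tested probe sets that it shares with HSPA1B rose by 0.78, 1.07 and 1.29 on the log2 scale, the last from 9.17 ± 0.11 to 10.47 ± 0.024. HSPA1B at its own probe set rose by 0.92 (standard error 0.045, adjusted p = 1.21e-05 from limma).
DNAJB1, an Hsp40 that works with Hsp70, rose by 0.64, 0.67 and 0.72 at its 3 probe sets. DNAJA4, another Hsp40, rose by 0.48 at its brighter probe set and by 1.01 at the other, where the control signal was 5.51 ± 0.16. HSPA8, the constitutive Hsp70, was among the brightest signals on the array. Of its 9 probe sets 8 were raised at an adjusted p under 0.05 at any fold. The brightest went from 14.05 ± 0.028 to 14.24 ± 0.017, or 1.13-fold (adjusted p = 0.0104 from limma). It lay close to the highest signals of the arrays, 14.58 to 14.62, where a change can be compressed. The 3 next brightest rose by 0.29 to 0.33 on the log2 scale, and 1 at 10.06 ± 0.17 in control cells changed by 0.25 and did not pass. The largest change, 1.62-fold, was at a probe set with a control signal of 5.07 ± 0.11. ZFAND2A, a target of the heat shock factor HSF1, rose by 1.12.
The S1 Table holds 6 of the measured members of the list, and of the other 24, 10 were raised and none was lowered. With the GC-rich background as a covariate the brightest HSPA8 probe set changed by 0.18 as before but had a standard error of 0.056 against 0.038, and no longer passed. HSPA8 also missed the threshold with the replicate number as a block (adjusted p = 0.0537 from limma).

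**Figure D2:**
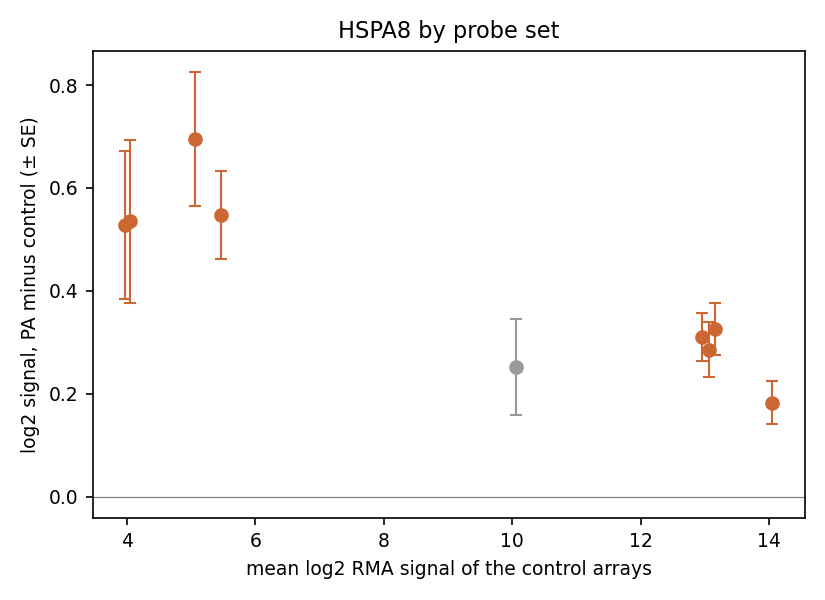
Change in log2 RMA signal with PA (± SE) at each of the 9 probe sets of HSPA8, against the mean log2 signal of the 4 control arrays, with probe sets raised at an adjusted p under 0.05 in orange and the other in grey. The changes lie between 0.18 at the brightest probe set and 0.70 at 1 of the 4 dimmest.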

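ATF3, a bZIP factor induced by many stresses, rose 3.30-fold with PA, GADD45A, which responds to DNA damage and growth arrest, 1.88-fold, HMOX1, the enzyme that degrades heme, 1.83-fold, and DDIT3, the gene of CHOP, 1.70-fold. ATF3 went from a log2 signal of 5.84 ± 0.087 (SD, n = 4) to 7.56 ± 0.088 (n = 4) at its brightest probe set (log2 change 1.72, standard error 0.062, adjusted p = 5.35e-06 from limma). Of the 5 ATF3 probe sets tested, 4 were raised at an adjusted p under 0.05 at any fold, and the mean of all 5 changed by 0.72. GADD45A went from 10.44 ± 0.060 to 11.36 ± 0.065 (adjusted p = 2.85e-05 from limma), HMOX1 from 6.92 ± 0.12 to 7.80 ± 0.11 (adjusted p = 2.89e-04 in the same test) and DDIT3 from 6.33 ± 0.11 to 7.10 ± 0.10 (adjusted p = 3.73e-04). In each of these genes all 4 PA arrays lay above all 4 control arrays.
Genes of cell death and of the p53 response went both ways. Of 22 targets of p53, 7 were raised, 6 were lowered and 9 did not pass (7 and 9 when adjusted over the list alone). CDKN1A, an inhibitor of cyclin-dependent kinases, rose by 0.91 and SESN2, a stress-induced inhibitor of mTORC1, by 0.53, while DDB2, a DNA repair protein, changed by -0.53. The list's median was -0.07 and its mean 0.04, and camera gave the direction as down with an adjusted p of 0.798. Of 27 pro-apoptotic genes, 7 were raised, 5 were lowered and 15 did not pass (7 and 6 when adjusted over the list alone; adjusted p = 0.342 from camera). PMAIP1, the BH3-only protein NOXA, rose by 0.55 and the death receptor TNFRSF10A by 0.35. The lowered genes were BNIP3L at -0.60, CASP6 at -0.46, CASP8 at -0.22, CASP9 at -0.19 and BAD at -0.18. Of 10 anti-apoptotic genes, CFLAR, BIRC2 and MCL1 rose, by 0.42, 0.33 and 0.26, XIAP changed by -0.35 and 6 did not pass (3 raised and 2 lowered when adjusted over the list alone; adjusted p = 0.133 from camera). CASP8, CASP9 and BAD were named after their values were seen. With the GC-rich background as a covariate MCL1 (0.22, standard error 0.059 against 0.040 before), TNFRSF10A (0.27, 0.058 against 0.046) and CASP6 (-0.31, 0.105 against 0.078) no longer passed, nor did XIAP, whose change was -0.05. XIAP also missed the threshold without control replicate 1 or 2 or PA replicate 1, 2, 3 or 4 (adjusted p of 0.0655 to 0.105 from limma), with the replicate number as a block (0.0748), with array weights (0.0554) and with the mean of its probe sets (-0.21, adjusted p = 0.0532).
The paper states that the HSR genes rose to overcome the effects of ER stress and that ATF3 acts on genes of the eIF2 kinase pathway, and it proposes that PA may act through a prolonged ER stress response that leads to apoptosis.

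**Figure D3:**
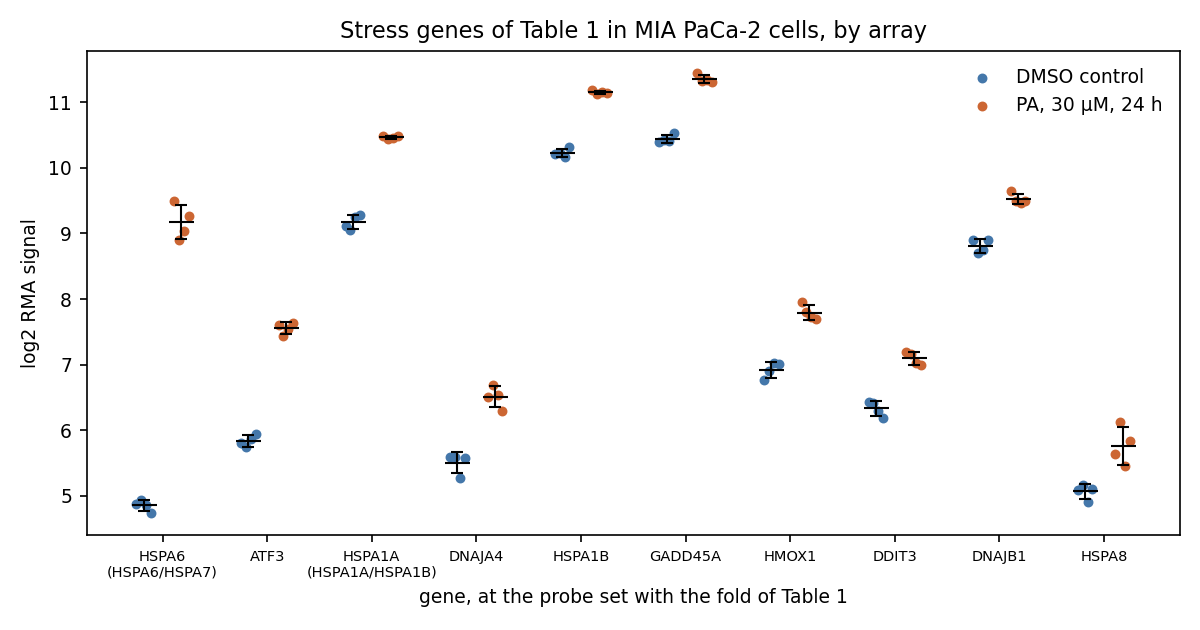
Log2 RMA signal on each array for the 10 genes of Table 1, at the probe set whose fold the table gives, with control arrays in blue, PA arrays in orange, and the mean and SD of 4 arrays in black. In each gene all PA arrays lie above all control arrays, and the control signal of HSPA8 at this probe set is 5.07.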

**Table 1:** PA upregulates expression of ER stress related genes.

Gene	Description	Fold change
***HSPA6***	Heat shock 70kDa protein 6 (HSP70B')	+19.93
***ATF3***	Activating transcription factor 3	+3.30
***HSPA1A***	Heat shock 70kDa protein 1A	+2.45
***DNAJA4***	DnaJ (Hsp40) homolog, subfamily A, member 4	+2.01
***HSPA1B***	Heat shock 70kDa protein 1B	+1.90
***GADD45A***	Growth arrest and DNA-damage-inducible, alpha	+1.88
***HMOX1***	Heme oxygenase (decycling) 1	+1.83
***CHOP***	DNA-damage-inducible transcript 3	+1.70
***DNAJB1***	DnaJ (Hsp40) homolog, subfamily B, member 1	+1.64
***HSPA8***	Heat shock 70kDa protein 8	+1.62

Expressions of different genes were detected by the Human Prime View Array technology in MIA PaCa-2 cells after 24 hours PA treatment with PA (0 and 30 μM) in quadruplicates. Gene expression levels were normalized and analyzed using Microarray Data Portal (MDP) by 2-way ANOVA using cell line and treatment as factors plus the interaction of cell line and treatment. A q-value program from Storey and Tibshirani was used to calculate false discovery rates. Fold change P < 1E-05.

### PA induces expression of ER stress response proteins

We further evaluated if PA upregulates expression of ER stress related genes at the protein level. PANC-1 and MIA PaCa-2 cells were treated with PA (0–30 μM) for 10 min, 30 min or 24 h, respectively. Consistent with gene expression array data obtained at the mRNA level after 24 h treatment, induction of ER stress response in PANC-1 and MIA PaCa-2 cells were detected by western blot analysis of Hsp70 and CHOP. Moreover, two transcription factors involved in UPR system, XBP1and ATF4, were significantly activated as well (Fig 2A–2D).

**Fig 2:**
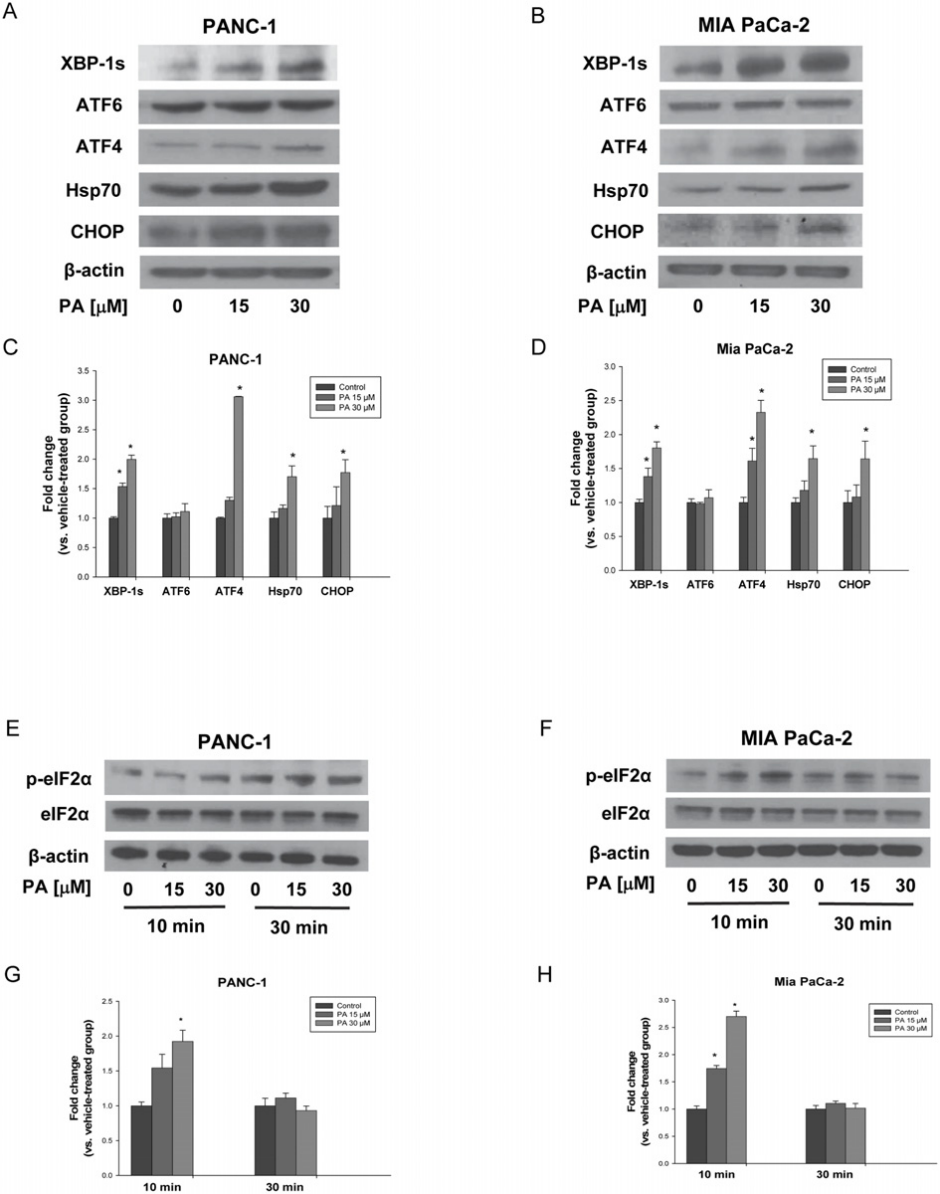
PA induces expression of ER stress response proteins. (A) PANC-1 and (B) MIA PaCa-2 cells were treated with PA (0–30 μM) for 24 h, respectively. Whole protein extracts isolated from cells were prepared and western blot analysis with anti-XBP-1s, anti-ATF6, anti-ATF4, anti-Hsp70 and anti-CHOP antibodies were performed as described in Materials and methods. (E) PANC-1 and (F) MIA PaCa-2 cells were treated with PA (0–30 μM) for 10 min and 30 min, respectively. Whole protein extracts isolated from cells were prepared and western blot analysis with anti-phospho-eIF2α and anti-eIF2α antibodies were performed as described in Materials and methods. β-actin was used as loading control. Representative blots from three experiments were shown and quantitative data composed of all the experiments in C), G) PANC-1 and D), H) MIA PaCa-2 cells with statistical analysis were below the representative blot image. *P<0.050 was considered to be significant when compared to control (n = 3) by Student t-test. The graphical data represent mean +/- SD.

In addition, the phosphorylated form of eIF2α (p-eIF2α), a sensitive indicator of ER stress and key regulator of UPR [7, 41], was detectable after 10 min PA treatment (30 μM) in PANC-1 and MIA PaCa-2 cells (Fig 2E and 2F). Our results showed that PA-phosphorylated eIF2α was nearly 2 fold in PANC-1 cells and 3 fold in MIA PaCa-2 cells comparing with control (Fig 2G and 2H).

### Blocking ER stress inhibits PA induced apoptosis

As we observed significantly enhanced protein expression of XBP-1s, ATF4, Hsp70 and CHOP by PA treatment, it is necessary to confirm that ER stress is induced in our model. We used tauroursodeoxycholic acid (TUDCA), a known chemical chaperone that acts as an ER stress inhibitor to block ER stress [42–45]. As shown in Fig 3C and Fig 3D, TUDCA treatment blocked the induction of ATF4 and CHOP in both PANC-1 and MIA PaCa-2 cells. These results strongly support that PA activates ER stress in pancreatic cancer cells.

**Fig 3:**
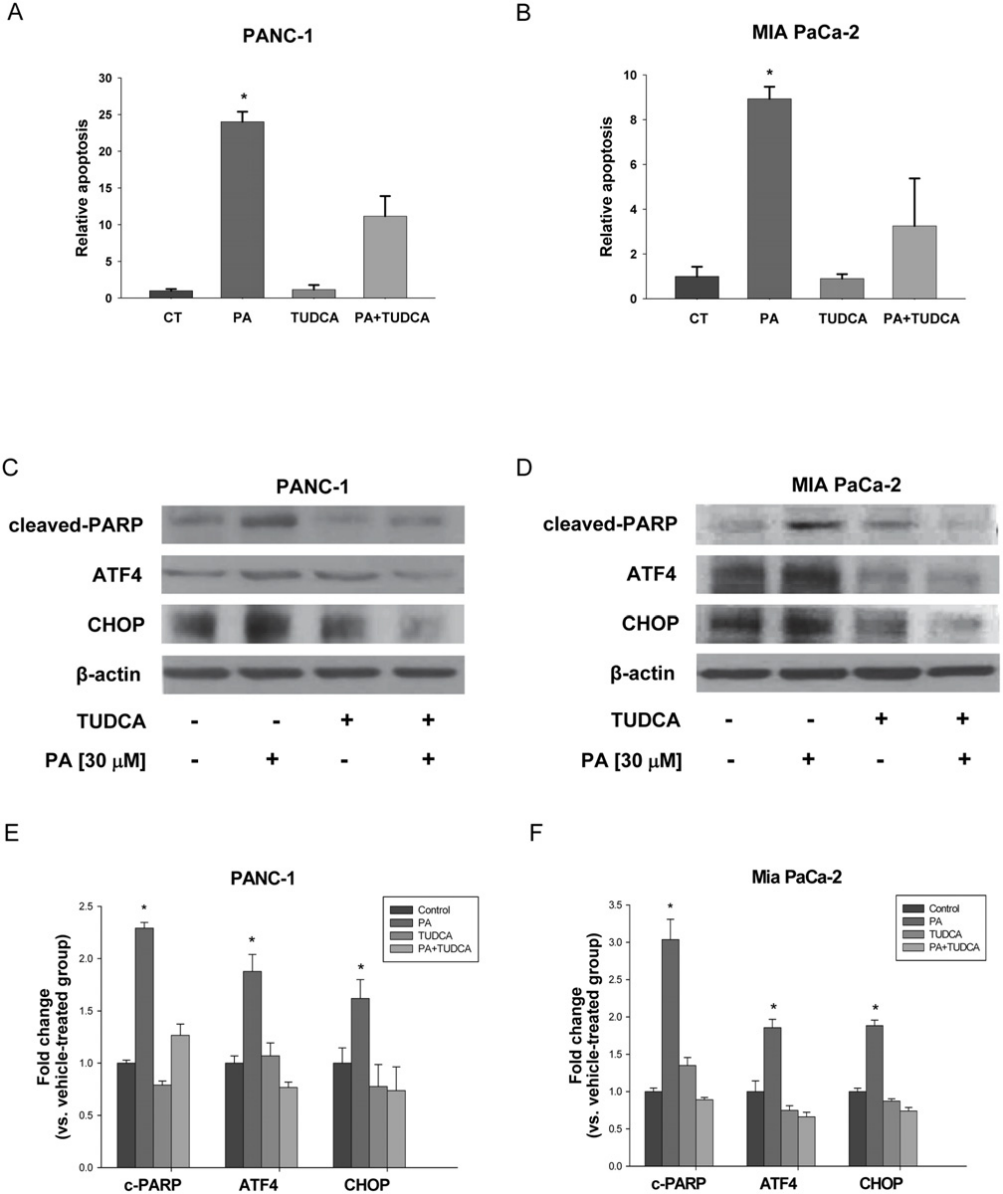
Blocking ER stress inhibits PA induced apoptosis. (A) PANC-1 and (B) MIA PaCa-2 cells were treated with or without PA (30 μM) in presence of TUDCA (200 μM) for 24 h. Apoptosis was detected by Cell Death Detection ELISA and expressed relative to vehicle-treated cells (set equal to 1). Data were compared by ANOVA with Bonferroni correction for the significant level. Here, *p≤0.025 was considered significant for the individual t-tests. Apoptosis was confirmed in C) PANC-1 and D) MIA PaCa-2 cells treated with same concentrations of PA in presence of TUDCA (200 μM) for 24 h. Representative blots show expression of PARP cleavage (c-PARP) and β-actin was used as loading control. Effect of TUDCA on PA induced expressions of ATF4 and CHOP in (C) PANC-1 and (D) MIA PaCa-2 cells were shown as well. Three independent experiments were done for the western blot studies and quantitative data composed of all the experiments in E) PANC-1 and F) MIA PaCa-2 cells with statistical analysis were shown below the representative blot image. *P<0.050 was considered to be significant when compared to control (n = 3) by Student t-test. The graphical data represent mean +/- SD.

To establish that ER stress induced by PA leads to apoptotic cell death, we treated pancreatic cancer cells with PA plus TUDCA. Our results show that TUDCA treatment blocked the enormous increase in the expression of c-PARP associated with PA (Fig 3C–3F). In addition, the induction of nuclear DNA fragmentation associated with PA was rescued by TUDCA treatment (Fig 3A and 3B). These results support our hypothesis that ER stress was involved in the regulation of PA mediated apoptosis in pancreatic cancer cells.

### PA inhibits growth of chemoresistant pancreatic tumors

To confirm our observation *in vivo*, we employed a xenograft model of chemotherapy resistant pancreatic cancer. A mixed effect general linear model was used to assess the change in tumor volume across groups over time and mice were included as a random effect. A compound symmetric covariance structure was assumed and interaction between groups and time in the model is of primary interest. There were significant differences in tumor volume between treatment groups and control group over time. 25 mg kg^-1^ and 50 mg kg^-1^ of PA both obviously suppressed the growth of chemotherapy resistant pancreatic tumors (Fig 4A and 4B). To further emphasize the difference between groups, t-test was used to compare the mean tumor volumes of treatment groups to control at day 34. Both tests had p = 0.004, showing that at day 34, the tumor volumes in each treatment group was significantly different from control. The average tumor volume of mice in control group was approximately 448 mm^3^ comparing with about 112 mm^3^ in 25 mg kg^-1^ or 89 mm^3^ in 50 mg kg^-1^ PA treatment group, which was nearly 75% or 80% inhibition, respectively (Fig 4A and 4B).

**Fig 4:**
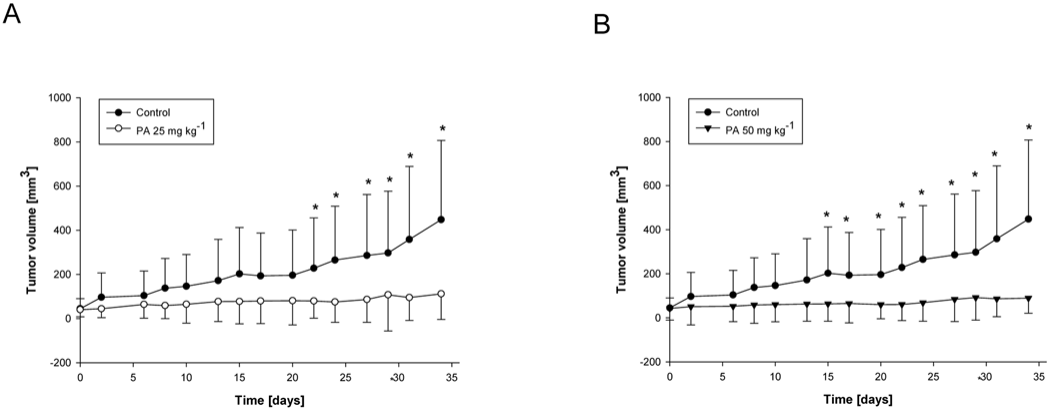
PA inhibits growth of pancreatic tumors *in vivo*. MIA PaCa-2 cells were subcutaneously implanted into female nude mice and treated with PA (A) 0 and 25 mg kg^-1^, and (B) 0 and 50 mg kg^-1^ of body weight 3 times week^-1^ as described in Materials and methods. Tumor sizes were measured by microcalipers 3 times per week and calculated for additional 5 weeks. Data are mean ± SD (n = 10–15). T-test was used to compare the mean tumor volumes of both treatment groups to control at day 34 (*p = 0.004).

### PA induces apoptosis in pancreatic tumors

Based on our convincing *in vitro* results, we hypothesized that PA inhibits growth of chemotherapy resistant pancreatic tumor *in vivo* through induction of apoptosis in tumor cells. Apoptosis is characterized by marked changes in cell morphology, including nuclear breakdown, chromatin condensation, and appearance of membrane-associated apoptotic bodies [46]. In order to prove our hypothesis, the amounts of apoptotic bodies in pancreatic tumor xenografts were quantified. H&E staining revealed significantly more brown apoptotic bodies in the tumor tissues from PA treated mice as compared with controls (Fig 5A), indicating that tumor growth inhibition was due to apoptosis induced by PA treatment. Quantification results showed approximately 59% increase of apoptotic bodies in 25 mg kg^-1^ group and 2 fold increase in 50 mg kg^-1^ group comparing with control (Fig 5B).

**Fig 5:**
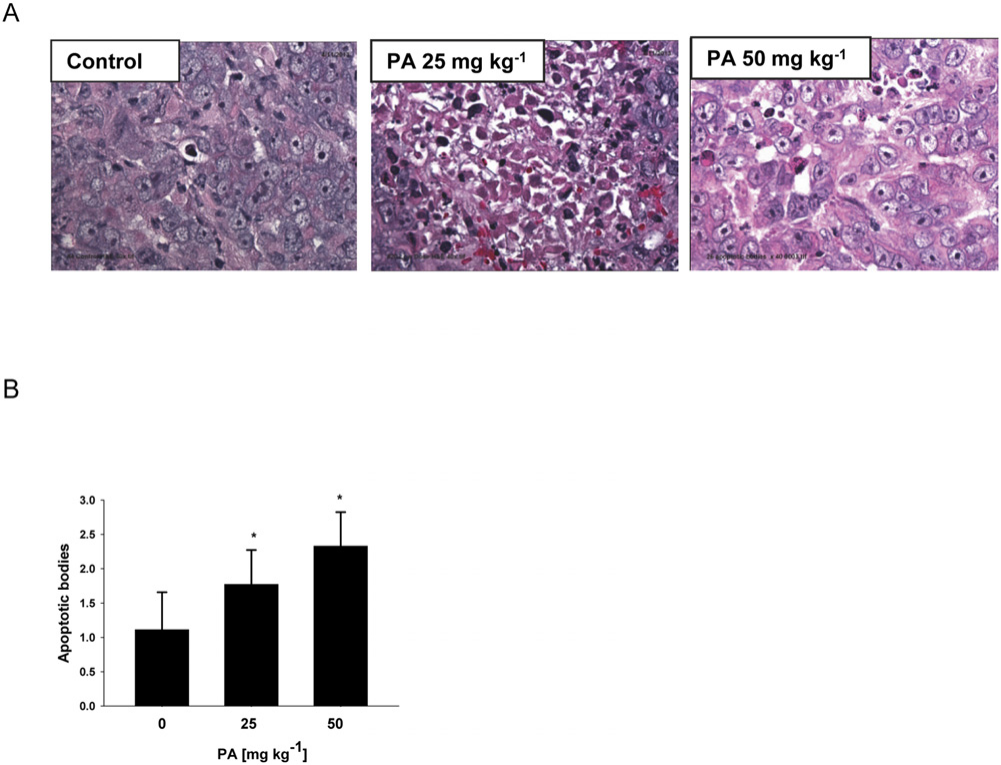
PA induces apoptosis in pancreatic tumors. Animal experiments were performed as described in Fig 4. (A) Representative H&E staining in pancreatic tumors, (B) quantification of apoptotic bodies was determined as described in Materials and methods. Data are mean ± SD (n = 6–12). Control, 25 mg PA kg^-1^ and 50 mg PA kg^-1^ were compared by ANOVA with Bonferroni correction for the significant level. Here, *p≤0.025 was considered significant for the individual t-tests.

### PA (25 mg kg^-1^) is not toxic in xenograft model

Although PA inhibits growth of chemotherapy resistant pancreatic tumors *in vivo*, its possible toxicity must be tested comprehensively. During the pancreatic tumor xenograft experiments, there were no significant differences in body weight between control and treatment groups (Fig 6A and 6B). However, 50 mg kg^-1^ of PA treated mice showed several signs of discomfort and impaired movement comparing with control and 25 mg kg^-1^ of PA treated mice. It suggested that 50 mg kg^-1^ of PA treatment might be toxic to mice. Moreover, H&E staining results showed that 25 mg kg^-1^ of PA treatment did not demonstrate any abnormalities in liver, kidney, spleen, lung and heart tissues but there were obvious pathological changes in liver, kidney and spleen tissues from 50 mg kg^-1^ of PA treated mice (Fig 7).

**Fig 6:**
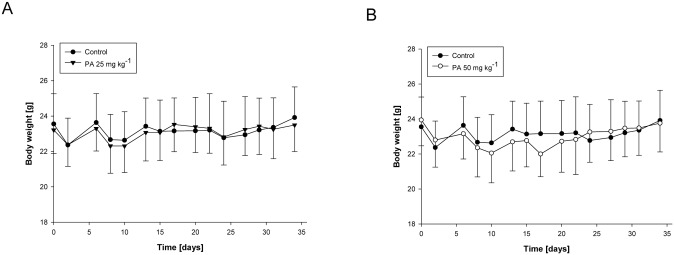
Effect of PA on the body weight of mice. Animal experiments were performed as described in Fig 4. Body weights were measured 3 times per week for (A) 0 and 25 mg kg-1, and (B) 0 and 50 mg kg−1 PA treatment. The graphical data represent mean +/- SD.

**Fig 7:**
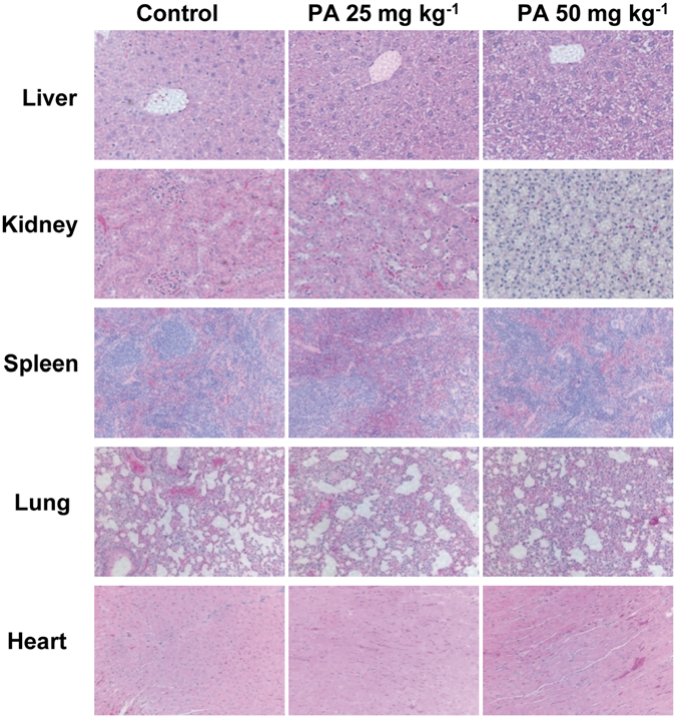
Evaluation of organ pathology with PA treatment. Animal experiments were performed as described in Fig 4. Liver, kidney, spleen, lung and heart tissues were stained with H&E. Images are representative of control and PA treatment (25 mg kg^-1^ and 50 mg kg^-1^) groups.

In addition, liver enzyme profiles in plasma including ALP, ALT, AST, albumin and total protein levels were not markedly altered in 25 mg kg^-1^ of PA treatment group. However, AST, albumin and total protein levels were significantly increased in 50 mg kg^-1^ of PA treated mice (Table 2). In conclusion, although 50 mg kg^-1^ of PA treatment has some toxic effect *in vivo*, no major toxicity was observed in tested animals from 25 mg kg^-1^ of PA treatment group.

**Table 2:** Effect of PA on liver enzyme profile of mice.

PA [mg kg^-1^]	ALP [IU L^-1^]	ALT [IU L^-1^]	AST [IU L^-1^]	Albumin [mg dL^-1^]	T Protein [mg dL^-1^]
**0**	60 ± 19	123 ± 88	625 ± 367	1.5 ± 0.2	4.1 ± 0.5
**25**	62 ± 9	194 ± 193	531 ± 296	1.6 ± 0.1	4.5 ± 0.2
**50**	59 ± 11	73 ± 736*	1431 ± 997*	1.6 ± 0.1	4.6 ± 0.4*

Animal experiments were performed as described in Fig 4. Values are Mean ± SD (n = 10–13). ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; T protein, total protein. Blood was collected and serum was analyzed at the IU Health Pathology Laboratory.

*P < 0.050 for 50 mg kg^-1^ PA vs. control by ANOVA.

### PA induces ER stress in pancreatic tumors

To assess whether non-toxic dose of PA mediated tumor growth suppression was associated with induction of ER stress, RNA of tumors from control and 25 mg kg^-1^ of PA treated mice were isolated and subjected to quantitative RT-PCR. However, the significant increase of ER stress related genes, such as *HSPA6* which encoding the heat shock 70kDa protein 6 (HSP70B') and *CHOP/GADD153*, were not observed in the tumors of PA treated mice comparing with respective controls (Fig 8A and 8B). In addition, the expression of *HSPA1A*, which encoding the heat shock 70kDa protein 1A, was not detectable in each group (data not shown). In order to investigate the changes in the protein levels which are more convincing, tumors from control and 25 mg kg^-1^ of PA treated mice were lysed and analyzed by western blot. Interestingly, a significant increase in the expression of ER stress related proteins, such as ATF4 and CHOP, were shown in the tumors of PA treated mice as compared to controls (Fig 8C–8E). These *in vivo* observations are in accordance with our *in vitro* data based on MIA PaCa-2 cells. Our results indicate that non-toxic dose of PA suppresses the growth of chemotherapy resistant pancreatic tumor through inducing ER stress mediated apoptosis.

**Fig 8:**
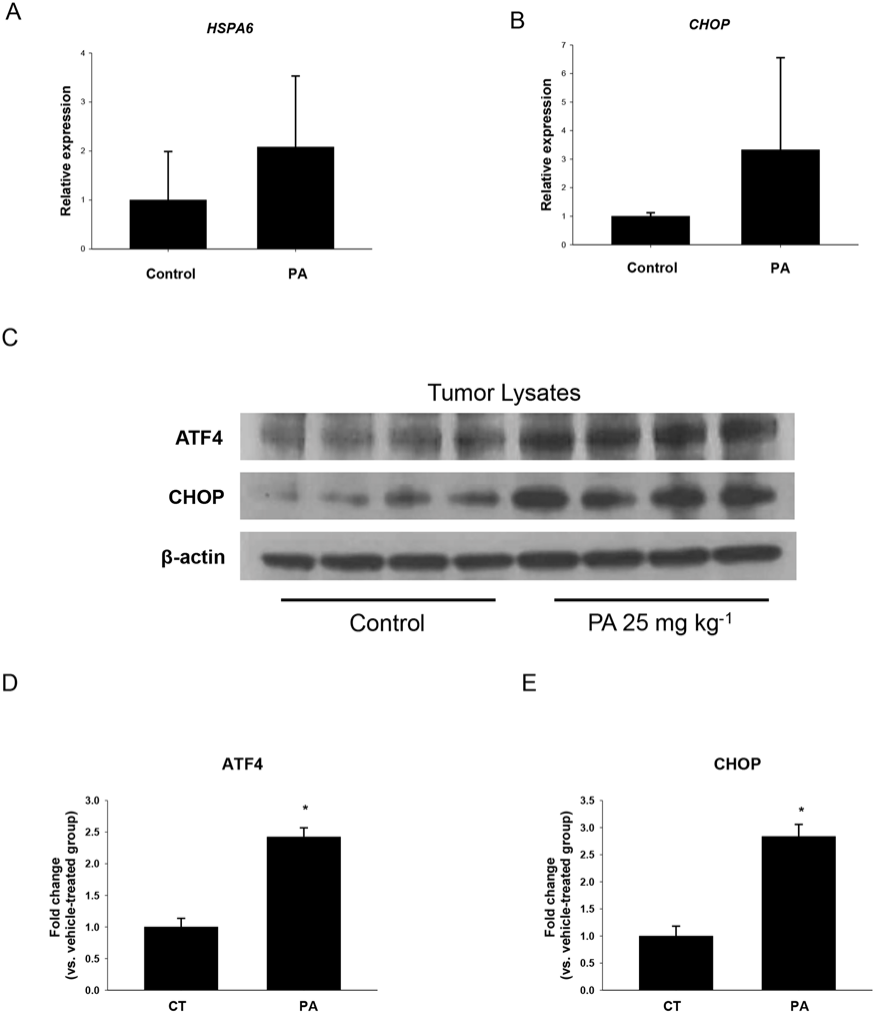
PA upregulates expression of ER stress related proteins *in vivo*. Animal experiments were performed as described in Fig 4. Expressions of (A) *HSPA6* and (B) *CHOP* in tumor tissues were determined by qRT-PCR and normalized to *ACTB* expression as described in Materials and methods. *P<0.050 was considered to be significant when compared to control (n = 8–10) by Student t-test. (C) Expressions of ATF4 and CHOP in tumor tissues were detected by western blot analysis. β-actin was used as loading control. Expressions of (D) ATF4 and (E) CHOP were quantified with statistical analysis. *P<0.050 was considered to be significant when compared to control (n = 7) by Student t-test. Data are expressed as the fold change *vs*. vehicle-treated cells (set equal to 1). The graphical data represent mean +/- SD.

## Discussion and Conclusions

Pancreatic cancer responds poorly to current therapies, which make this malignancy especially challenging and a high priority for identification of novel effective drugs [17]. We previously demonstrated that PA behaves as the most effective compound in suppressing proliferation of human pancreatic cancer cells among the different structurally related triterpenes extracted from *P*. *cocos*, underlining the importance of molecular structure for their anti- cancer activities. Moreover, PA only slightly affects the growth of normal pancreatic duct epithelial cells HPDE-6 and also significantly suppresses invasive behavior of pancreatic cancer cells by inhibiting expression of MMP-7 [29]. The studies reported here for the first time indicating that PA is a potent anticancer agent against chemotherapy resistant pancreatic cancer *in vitro* and *in vivo*, and highlight the importance of ER as a target for the treatment of pancreatic cancer.

We observed that apoptosis induced by PA in chemotherapy resistant pancreatic cancer cells was not cell specific, as assessed in different gemcitabine-resistant pancreatic cancer cells PANC-1 and MIA PaCa-2 by detecting the presence of nuclear DNA fragmentation and PARP cleavage activation. Moreover, our data represent the first demonstration of the *in vivo* pro-apoptotic activity of PA, which further supports the notion that the remarkable antitumor action of PA highly depends on its ability to promote apoptosis in tumors. In addition, based on standard toxicology studies including body weight measurements, organ pathology and liver enzyme profile analysis, we confirmed that 25 mg kg^-1^ of PA treatment is not toxic *in vivo*. As recently demonstrated, PA was detectable in urine and plasma of rats fed by *P*. *cocos* [47], indicating that PA can be easily absorbed into blood. Therefore, the bioavailability of PA further supports development of PA in the treatment of pancreatic cancer.

Gene expression profiling by microarray has been widely used in screening drug targets [48]. In order to investigate the effect of PA and its possible mechanisms of action with regard to gemcitabine-resistant pancreatic cancer, we treated MIA PaCa-2 cells with PA and the expression of genes was monitored using array technology. 

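Of 29 measured targets of NF-kB and inflammatory cytokines, 21 were raised in the PA-treated MIA PaCa-2 cells, 2 were lowered and 6 did not pass (25 and 2 when adjusted over the list alone), with a median log2 change of 0.64. CXCL1, a chemokine, went from a log2 signal of 11.24 ± 0.045 (SD, n = 4) to 12.27 ± 0.024 (n = 4), or 2.04-fold (adjusted p = 5.60e-06 from limma). ICAM1, an adhesion molecule, changed by -0.53 and CCL5, a chemokine, by -0.21. The list had an adjusted p of 2.79e-15 from camera and an adjusted p = 0.0157 with an estimated correlation. Of 30 immediate early genes and feedback regulators of MAP kinases, 19 were raised, 1 was lowered and 10 did not pass (20 and 1 when adjusted over the list alone), with a median of 0.37. IER3 rose by 1.07, DUSP1, a phosphatase of MAP kinases, by 0.78 and DUSP6 by 0.61, and SPRED1, an inhibitor of Ras signalling, changed by -0.23. This list had an adjusted p of 2.99e-10 from camera and an adjusted p = 0.0218 with an estimated correlation. Of 17 targets of YAP/TEAD and SRF, 6 were raised, 2 were lowered and 9 did not pass (7 and 2 when adjusted over the list alone), with AMOTL2 at 0.38 and the lowered genes AXL at -0.28 and ACTA2 at -0.23 (adjusted p = 0.0168 from camera, and adjusted p = 0.190 with an estimated correlation). The S1 Table, read before the lists were written, holds 17 of the measured NF-kB targets, 14 of the immediate early genes and 2 of the YAP/TEAD and SRF targets. These members are not independent evidence of direction. Of the other 12 NF-kB targets 5 were raised and 2 lowered, and of the other 16 immediate early genes 6 were raised and 1 lowered. Of the other 15 YAP/TEAD and SRF targets 4 were raised and 2 lowered.
Of 25 nucleolar genes of ribosome biogenesis, 15 were raised, none was lowered and 10 did not pass (the same counts when adjusted over the list alone), with RRP12 at 0.44 and NOP2, a ribosomal RNA methyltransferase, at 0.47 (adjusted p = 1.63e-07 from camera, and adjusted p = 0.103 with an estimated correlation). Of 33 genes of DNA replication and S phase, 16 were raised, none was lowered and 17 did not pass (20 and 1 when adjusted over the list alone), with CDC25A, a phosphatase that promotes entry into S phase, at 0.60 and MCM10, a replication factor, at 0.43 (adjusted p = 5.01e-07 from camera, and adjusted p = 0.156 with an estimated correlation). Of 30 genes of mitosis, 2 were raised, UBE2C at 0.16 and AURKB at 0.16, 4 were lowered, NUSAP1 at -0.41, CENPF at -0.24, KIF20A at -0.22 and CDC25C at -0.17, and 24 did not pass (3 and 9 when adjusted over the list alone; adjusted p = 0.122 from camera). The mitosis list passed without control replicate 3 (adjusted p = 0.0462 from camera). ICAM1, CCL5, SPRED1, ACTA2, UBE2C and AURKB were named after their values were seen. With the GC-rich background, higher in the PA arrays, as a covariate the NF-kB list kept a median of 0.57 and the ribosome biogenesis list one of 0.21, and AMOTL2 (0.47, standard error 0.115 against 0.076 before), KIF20A (-0.24, 0.064 against 0.043), CDC25C (-0.19, 0.061 against 0.041) and NUSAP1 (-0.14) no longer passed. With the mean of all probe sets of a gene AMOTL2 changed by 0.22, NUSAP1 by -0.26 and AXL by -0.08, and AXL no longer passed (adjusted p = 0.630 from limma). CDC25C also missed the threshold with that mean (adjusted p = 0.0556), with quantile normalization over the 8 arrays (0.0523), with the replicate block (0.0741) and without PA replicate 2 (0.0550 from limma), and NUSAP1 with the replicate block (adjusted p = 0.0537 from limma).

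**Figure D4:**
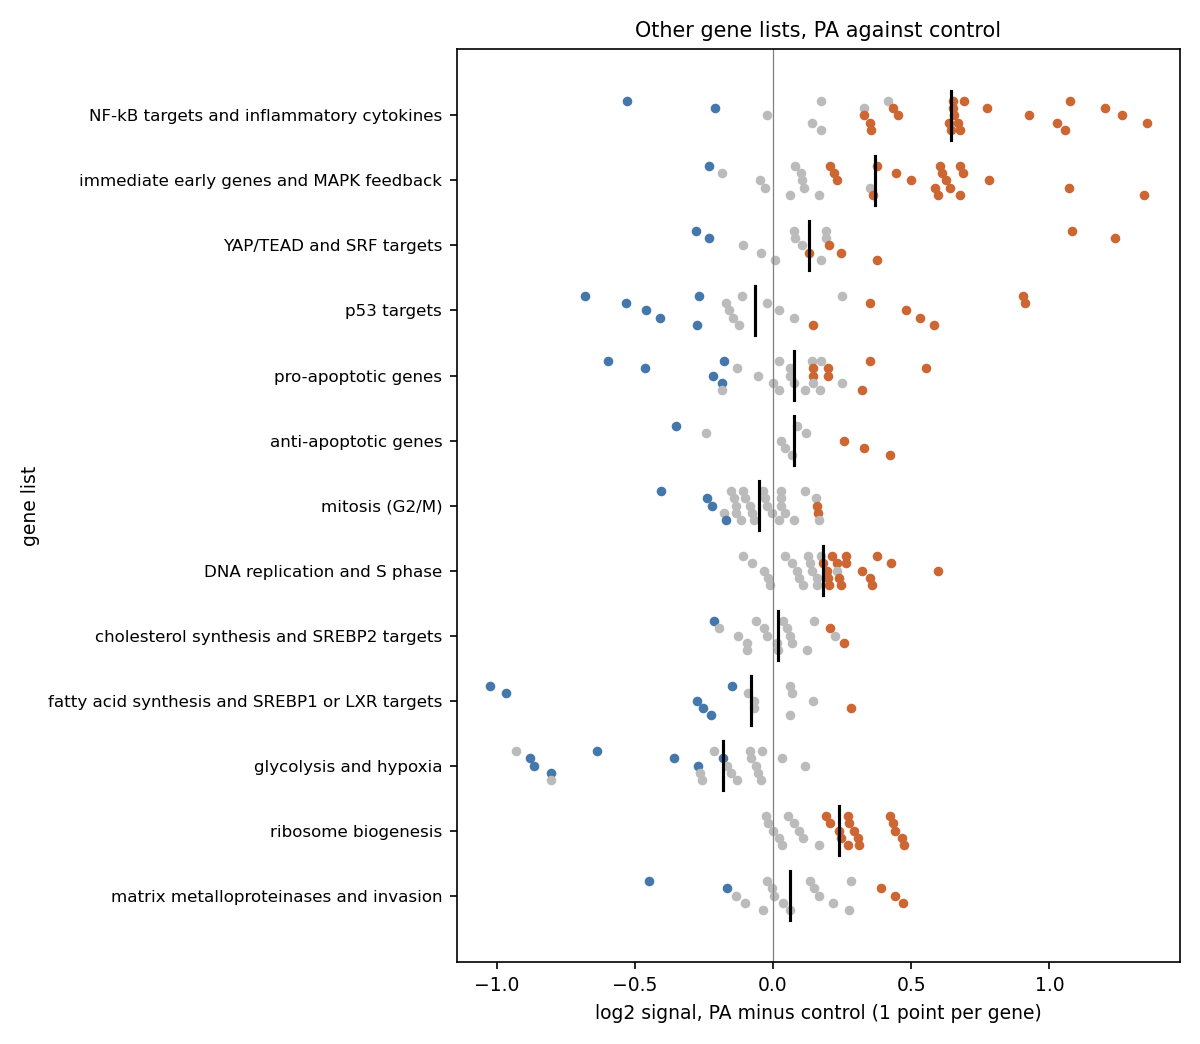
Change in log2 RMA signal with PA for each measured member of 13 further gene lists, 1 point per gene, with members raised at an adjusted p under 0.05 in orange, lowered in blue, others in grey, and the list's median as a black line. The NF-kB targets have the highest median, 0.64, and the genes of glycolysis and hypoxia the lowest, -0.18.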

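The largest falls among genes whose 4 PA arrays all lay below the 4 control arrays were those of RAB20, PPP1R3B, CCNG2, PKD1L1-AS1, ABCG1, ABCA1, CFAP96, RBM43, ANGPTL4, H2BC5, SALL2 and DEPTOR, with log2 changes of -1.10 to -0.90. RAB20, a small GTPase of vesicle traffic, went from a log2 signal of 7.67 ± 0.18 (SD, n = 4) to 6.58 ± 0.13 (n = 4), with an adjusted p of 2.94e-04 from limma. The cholesterol exporters ABCG1 and ABCA1 fell by 1.03 and 0.97 (standard errors 0.098 and 0.10, adjusted p = 3.98e-04 and 6.01e-04 from limma). DEPTOR, an inhibitor of mTOR, fell by 0.90 (adjusted p = 2.94e-04), and the histone gene H2BC5 by 0.92 (adjusted p = 5.48e-05 in the same test). With ABCA1 and ABCG1, the list of fatty acid synthesis and SREBP1 or LXR targets held 6 lowered genes, 1 raised gene, FASN, the fatty acid synthase, at 0.28, and 7 that did not pass (the same counts when adjusted over the list alone). This list's median was -0.08 and its adjusted p 0.0523 from camera, and 0.254 with an estimated correlation. It lay under 0.05 from camera with centred arrays, an intensity trend, array weights, the mean of probe sets, the covariate, without control replicate 1 (0.0332) and without PA replicate 1 (0.0431), 2 (0.0385) or 3 (0.0434), and not with the other settings of camera.
Of 23 genes of glycolysis and hypoxia, 7 were lowered, none was raised and 16 did not pass (13 lowered when adjusted over the list alone), with a median of -0.18. ALDOC, an aldolase, fell by 0.88 (standard error 0.093, adjusted p = 6.42e-04 from limma), PFKFB4, which makes the activator of phosphofructokinase, by 0.87, PDK1, a kinase that inhibits pyruvate dehydrogenase, by 0.64 and GPI, the glucose-6-phosphate isomerase, by 0.36. The list had an adjusted p of 3.99e-06 from camera and an adjusted p = 0.237 with an estimated correlation. FASN was named after its value was seen.
With the GC-rich background, higher in the PA arrays, as a covariate 81 probe sets and 53 genes were lowered, and 7 genes given here no longer passed. Of these ANGPTL4 changed by -1.12 (standard error 0.237 against 0.149 before) and PFKFB4 by -0.97 (0.204 against 0.125), both more than before, PPP1R3B by -0.85 (0.260 against 0.168), CCNG2 by -0.72, PDK1 by -0.46, SALL2 by -0.46 and PKD1L1-AS1 by -0.43. With the mean of all probe sets of a gene 52 genes were lowered, ABCG1 changed by -0.65, DEPTOR by -0.55, ABCA1 by -0.50, CCNG2 by -0.50 and SALL2 by -0.33, and PFKFB4 changed by -0.27 and no longer passed.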

Many cancer-related genes were significantly up and down-regulated upon PA treatment. Here, we report for the first time that the mechanisms modulating PA effect may be mediated through triggering a prolonged ER stress response in chemotherapy resistant pancreatic cancer cells, which leads to apoptosis.

Fig 9 depicts a model for the involvement of ER in PA-induced apoptosis in chemotherapy resistant pancreatic cancer cells. The expression of HSR genes, such as *HSPA6*, *HSPA1A*, *DNAJA4*, *HSPA1B*, *DNAJB1* and *HSPA8*, were significantly upregulated to overcome the effects of ER stress [49]. Moreover, PA elevated the expression of *ATF3*. As a member of the ATF/CREB subfamily of the basic-region leucine zipper (bZIP) family [50], ATF3 works directly or indirectly as a transcriptional activator of genes targeted by the eIF2 kinase stress pathway in UPR, and phosphorylation of eIF2α by PERK is an early event in a coordinate gene expression response to ER stress [14, 51–53]. We found that PA promotes phosphorylation of eIF2α in pancreatic cancer cells PANC-1 and MIA PaCa-2 by western blot analysis, further supporting the idea that PA induced ER stress in chemotherapy resistant pancreatic cancer cells. Jiang et al. also reported that increased expression of ATF3 occurs early in response to stress through a mechanism requiring the related bZIP transcriptional regulator activating transcription factor-4 (ATF4) [54], which is in accordance with our data of western blot analysis *in vitro* and *in vivo*.

**Fig 9:**
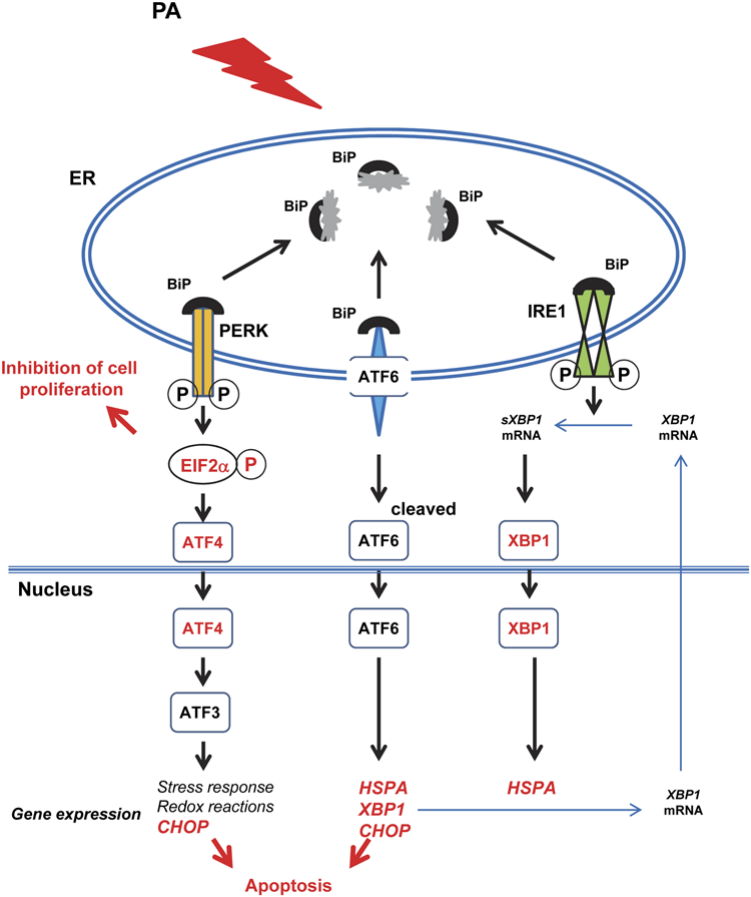
Model for the involvement of ER in PA-induced apoptosis and inhibition of tumor growth. Target molecules XBP-1s, ATF4, phospho-eIF2α, HSPA and CHOP are in red.

However, a severe and prolonged ER stress during exposure to PA leads to the induction of pro-apoptotic transcription factor CHOP/GADD153. CHOP, also known as DDIT3 (DNA-damage-inducible transcript 3), is involved in growth arrest and apoptosis following DNA damage and a variety of stress conditions, such as nutrient deprivation and treatment with anticancer agents [55]. It is induced by ATF3 in response to prolonged ER stress and is the downstream component of ATF4 [54, 56]. Increasing translation of ATF4 results in the transcriptional activation of CHOP [57]. Here, we found both *in vitro* and *in vivo* evidence for the up-regulation of ATF4-dependent protein CHOP following PA treatment in chemotherapy resistant pancreatic cancer cells, which is closely associated with the progression of apoptosis. Glucose-regulated protein 78 (GRP78), also called BiP, is one of the major regulators of ER stress which keeping the transcription of CHOP in a low level [44, 58, 59]. Recently, Nameeta et al. found the overexpression of GRP78 in the human pancreatic cancer cell lines and tissue samples. They also proved that GRP78 is downregulated by triptolide, which leading to apoptotic cell death of MIA PaCa-2 cells [60]. In the future studies, we will investigate if PA induces apoptosis of pancreatic cancer through inhibiting expression of the survival protein GRP78 as well.

There is published evidence that lanostane-type triterpenes possess antioxidant and free radical scavenging activities, which may play an important role in reducing cancer risk [61]. Ursolic acid, a pentacyclic triterpene acid widely distributed in apple peels, has both anti-apoptotic and antioxidative activities against ER stress-associated myocardial damage in mouse cardiac myocytes [62]. However, based on *in vitro* cell-based and *in vivo* mouse xenograft results in our study, we concluded that PA induced apoptosis of pancreatic cancer cells through activating ER stress. These seemingly contradicted results show that the activities of different triterpene acids are complicated, depending on the various structures, cell types, treatment times, concentrations and so on.

Conventional cancer treatments, such as inhibitors of mitosis or S phase, target all the proliferating cells, therefore cause many side effects [63]. Because of extrinsic factors (e.g. nutrient and oxygen deprivation) and intrinsic factors (e.g. high glucose metabolic rate) in the tumor microenvironment, cancer cells exhibit higher levels of ER stress compared to normal cells [64]. The stressed state of malignant cells makes them vulnerable to therapeutic strategies, which target molecular determinants of HSR or UPR or a combination of both to exacerbate enhanced stress in cancer selective therapy [10]. Recent studies showed that diindolylmethane (DIM) induces autophagy in ovarian cancer cells through regulating ER stress [65]. Our findings here indicate that PA exerts its pro-apoptotic action in chemotherapy resistant pancreatic cancer cells, both *in vitro* and *in vivo*, through induction of a sustained ER stress that eventually leads to apoptosis. Interestingly, PA only slightly affects the proliferation of normal pancreatic duct epithelial cells and effective dose of PA is not toxic *in vivo*, which is particularly important in tumor-selective therapy. These data suggest that ER targeting by PA may represent a promising new framework in the treatment of currently incurable pancreatic cancer. Further clinical studies are necessary to test if PA is well tolerated in humans and its effect in suppressing pancreatic tumor growth in humans.

## Supporting Information

S1 Table List of upregulated genes in pancreatic cancer cells with PA treatment.

How the deposited data were processed for this re-analysis (not part of the article)

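The values analysed are the log2 RMA signals of 8 Affymetrix Human PrimeView arrays, 4 of MIA PaCa-2 cells given DMSO and 4 of cells given 30 μM PA, each for 24 h. The condition of each array was taken from its label and the paper's methods. The authors extracted total RNA, labelled it with the 3′ IVT Express kit, scanned the arrays and made the signals in Partek Genomics Suite by RMA background correction, quantile normalization and summarization by median polish, followed by a log2 transformation. The processing tools in the labels are GCOS, Partek and RMA, without versions. The values lie on a log2 scale, were not centred, and are rounded to 2 decimals. The group means of the 191 probe sets of the S1 Table differed from those computed here by at most 0.0041. The paper does not say whether the quantile normalization also held arrays of the second cell line of its 2-way ANOVA, and that cell line was not analysed here.

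Gene symbols were those of the annotation in the value table, checked against the current names of the reference annotation, which changed 0 symbols. Of the 49395 probe sets, 44994 carry a single symbol, 1832 carry several, 2569 carry none and 102 are controls. Probe sets were tested when the higher of both group means was at least 4, which kept 38748. For genes the probe set with a single symbol and the highest mean over the 8 arrays was used, chosen without regard to the groups, which gave 15226 genes.

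PA was compared with control by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no other term. The p-values were adjusted by the Benjamini-Hochberg method, and calls were made at an adjusted p under 0.05 and a change of at least 1.5-fold. The paper states a threshold of p under 1e-05, but its S1 Table holds probe sets with larger p-values, so the stated threshold was run as an alternative. Exact permutation tests over the 8 arrays were two-sided, and 0.0286 is the smallest p they can give. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

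The genes named are those the paper names beside the array or at the protein level, the 12 with the largest rise and the 12 with the largest fall among genes with an adjusted p under 0.05 whose 4 PA arrays all lie outside the range of the 4 control arrays, and in each of 21 gene lists up to 4 members with the smallest adjusted p. The lists cover heat shock, ER chaperones, ATF4 and CHOP targets, tRNA synthetases, NRF2, NF-kB, immediate early genes, YAP/TEAD and SRF, p53, apoptosis, mitosis, S phase, cholesterol and fatty acid synthesis, glycolysis and hypoxia, ribosome biogenesis, invasion, and markers of epithelial cells, of fibroblasts and endothelium and of leukocytes. The lists, the rule and the thresholds were written before the data were examined but after the S1 Table had been read. Each list was tested against all other genes by camera with a preset correlation of 0.01, adjusted over the 21 lists, and again with an estimated correlation and by the rotation test fry. Camera called 10 lists, of which 3 are also called with an estimated correlation: the NF-kB targets, the immediate early genes, and the ATF4 and CHOP targets. Fry, which tests whether the genes of a list move on balance one way and does not compare the list with other genes, called 15.

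The alternatives were other filters on low signals, quantile normalization over the 8 arrays alone, centring on each array's median, limma with an intensity trend and with array weights, the replicate number as a block, an ANOVA within MIA PaCa-2 with Storey-Tibshirani q-values, other fold and p thresholds, folds of unlogged means, the mean of all probe sets of a gene, and leaving out each array in turn. The replicate numbers do not pair the samples: the deviations of a control and a PA array with the same number from their group means correlated at -0.153 to 0.0527. The mean signal of the 8 GC-rich background control probe sets was added as a covariate after the data had been seen, since it was higher in PA arrays. Effects of the alternatives are given beside the values and in the closing observations.

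The tests were tried on simulated changes added to values with this spread. At the level of genes and an adjusted p under 0.05 at any fold, limma called 48% of 50 genes changed 1.25-fold. It called 84% of those changed 1.5-fold and 100% of those changed 2-fold or 3-fold, along with 14 unchanged genes, of which 0 reached 1.5-fold. When a change of at least 1.5-fold was also required, as for the counts, it called 0%, 50%, 100% and 100% in this order. Only 50 genes were changed at each fold, a far smaller share than the 3288 of 15226 genes that passed in the data. The Benjamini-Hochberg adjustment depends on that share, so these percentages and the count of unchanged genes called do not carry over to the data. A list shifted by 0.2 on the log2 scale was called by all 3 list tests, with 0 other lists. The simulated genes were drawn independently of each other, so this does not show how the list tests behave with correlated members. The number of arrays limits the precision of every value. Signals near the background compress a change, and the typical SD of a probe set within a group was 0.148 at signals of 4 to 5 and 0.0519 above 10.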

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

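The tests with the GC-rich background as a covariate, and the test that leaves out single arrays for the ribosome biogenesis and S phase genes, were chosen only after the results were seen.

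The counts of probe sets and genes changed by PA were compared with those from every other division of the 8 arrays into 4 and 4. Of the 35 divisions, the real one included, 1 gave as large a count for each of the 439 changed, 184 raised and 255 lowered probe sets and for the 71 raised and 108 lowered genes. The highest count in any other division was 0 for each of these. The real division thus gave more calls than any other, but 1 of 35 is the smallest share possible here. Every other division mixes PA and control arrays, which widens the spread within its groups, so the comparison cannot by itself exclude chance.

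The paper lists the genes that rose and not those that fell, and the array holds a signal there: 108 genes and 255 probe sets were lowered. With the GC-rich background as a covariate 53 genes and 81 probe sets were lowered, and with the mean of all probe sets of a gene 52 genes. Outside the stress genes that the paper discusses, 7 gene lists passed camera. The adjusted p was 2.79e-15 for the NF-kB targets, 2.99e-10 for the immediate early genes, 1.63e-07 for ribosome biogenesis, 5.01e-07 for DNA replication and S phase, 3.99e-06 for glycolysis and hypoxia, 3.63e-04 for the tRNA synthetases and 0.0168 for the YAP/TEAD and SRF targets. With an estimated correlation the first 2 passed (0.0157 and 0.0218) and the others did not (0.103, 0.156, 0.237, 0.103 and 0.190 in this order). The S1 Table, read before the lists were written, holds 17 of the 29 measured NF-kB targets and 14 of the 30 immediate early genes. It also holds 2 of the 17 YAP/TEAD and SRF targets and 2 of the 33 S phase genes. These members are not independent evidence of direction.

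The rise of NF-kB targets and inflammatory cytokines, a median log2 change of 0.64 over 29 genes of which 21 were raised and 2 lowered, was weighed against 3 technical explanations. The tables argue against 1 outlying array, since the median stayed at 0.588 or higher when each array was left out in turn, and against signals near the background, since the 14 members with a mean signal of at least 8 had a median of 0.66. They also argue against the brighter background at GC-rich probes as the whole cause, since the median was 0.57 with that background as a covariate (adjusted p = 9.19e-16 from camera). The S1 Table, read beforehand, holds 17 of the 29 genes (the other 12 had a median of 0.33), and a difference shared by the 4 treated samples or their arrays other than PA stays open. A response of NF-kB target genes to PA may account for the rise, as a hypothesis found and tested on the same arrays.

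The fall of glycolysis and hypoxia genes, a median of -0.18 over 23 genes of which 7 were lowered and none was raised, is not the work of a single array, since the median stayed at -0.14 or lower when each was left out. The brighter GC-rich background as the whole cause is argued against too, since with it as a covariate the median was -0.28 (adjusted p = 3.46e-07 from camera). Cultures that differed apart from the treatment, for example in density or oxygen, cannot be told apart from an effect of PA, since the paper gives treatment in quadruplicate but not how the cultures were set up. Every PA array had a lower list score than every control array (exact two-sided permutation p = 0.0286), which had been set beforehand as a value against this explanation, but the design makes that bound too weak: a difference shared by the 4 treated cultures would separate the groups in the same way. An effect of PA may underlie the fall, untested, and the list lost its call with an estimated correlation (adjusted p = 0.237, the highest of its alternatives, which ranged from 6.25e-08).

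Of 25 genes of ribosome biogenesis 15 were raised, and of 33 genes of S phase 16, with none lowered in either list. The median over all 58 was 0.18 with the GC-rich background as a covariate, and the larger of both adjusted p from camera was 4.36e-08, which argues against that background as the whole cause. When each array was left out in turn the median stayed at 0.176 or higher, which argues against 1 outlying array. Both lists lost their call with an estimated correlation, and a difference shared by the 4 treated samples or their arrays other than PA stays open, since spiked hybridization controls were also higher in PA arrays, by up to 0.22. A response to PA may account for the rise, as a hypothesis only.

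Single arrays stood far from the other 3 of their group in 15 of 258 groups of 4 that were looked at (named genes and list scores), where chance gives about 12.9, or 1 in 20. The measure is the gap to the nearest array as a share of the group's range, set against the 95% critical value of Dixon's test. In control arrays, EIF2S1 was low in replicate 3 (10.76 against 10.89 for the nearest, share 0.867), YARS1 in replicate 2 (share 0.833) and CDC25C in replicate 1 (share 0.9). The score of the ATF4 and CHOP targets was low in control replicate 4 (share 0.861), that of the YAP/TEAD and SRF targets in control replicate 1 (share 0.842), and that of the leukocyte markers was high in control replicate 3 (share 0.85). In PA replicate 1, HSPA5 (12.9 against 13.03, share 0.867) and BIRC2 (11.94 against 12.04, share 1) were low, and ZFAND2A (9.25 against 8.99, share 0.897) and TRIB3 (9.53 against 9.35, share 0.857) were high. In PA replicate 2, MCM10 was high (9.04 against 8.93, share 1), and in PA replicate 3, CEBPG was low (share 0.833). In PA replicate 4, AMOTL2 (share 0.88), RRP12 (share 0.857) and NOP2 (share 0.833) were low.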

How the results depend on the processing

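The covariate of the GC-rich background was chosen after the data were seen; the other alternatives were set before the data were examined. Without a fold threshold 6614 probe sets changed (3098 raised, 3516 lowered), with 1476 genes raised and 1812 lowered. At an unadjusted p under 1e-05 with at least 1.5-fold, 190 probe sets changed (115 raised, 75 lowered) and 34 genes were lowered. At an adjusted p under 1e-05, 8 probe sets changed (8 raised, 0 lowered), with 7 genes raised and 0 lowered, where 12632 probe sets had an unadjusted p under 0.05 from limma. These settings change the threshold itself. With the mean of all probe sets of a gene 52 genes were lowered, and with the GC-rich background as a covariate 233 probe sets changed (152 raised, 81 lowered), with 69 genes raised and 53 lowered; the cause was not tested. The covariate itself was higher by 0.259 in PA arrays, and standard errors of genes were larger by a median of 1.48 times with it. The covariate left 369 raised and 237 lowered probe sets without a fold threshold. Over the fits that leave out 1 array, raised probe sets ranged from 158 to 206, lowered ones from 172 (without control replicate 2) to 336 (without control replicate 3), raised genes from 61 to 81 and lowered genes from 85 to 133. The replicate numbers do not pair the samples; as a block they gave 179 raised and 239 lowered probe sets, and 1585 and 2003 without a fold threshold.

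Camera with an estimated correlation ended the call of 7 lists: heat shock (0.05002), ER chaperones (0.0706), tRNA synthetases (0.103), YAP/TEAD and SRF (0.190), S phase (0.156), glycolysis and hypoxia (0.237) and ribosome biogenesis (0.103). That test allows for correlated members; the calls of the NF-kB, immediate early, and ATF4 and CHOP lists held in it. Fry, which does not compare a list with other genes, passed NRF2 (5.46e-04), pro-apoptotic (0.00153), anti-apoptotic (4.11e-04), fatty acid and LXR (0.00164) and leukocyte (0.0195) lists. The fatty acid and LXR list, at 0.0523, passed with centred arrays (0.0489), an intensity trend (0.0388), array weights (0.0499999), the mean of probe sets (0.0234) and the covariate (0.0414), and ranged from 0.0332 (without control replicate 1) to 0.0857 (without control replicate 3) when arrays were left out, also passing without PA replicate 1, 2 or 3. The mean of probe sets also passed the pro-apoptotic (0.0248) and mitosis (0.0476) lists, and mitosis ranged from 0.0462 (without control replicate 3) to 0.298 (without control replicate 4). The cause was not tested.

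Of 1836 values of named genes under the alternatives, 1729 kept their side of the threshold. Another 93 no longer passed (41 of them with the covariate, 11 with the block), and 14 newly passed. Where either fit passed, 0 values reversed direction. A reversal was not counted where neither fit passed, as for EIF2AK3 (-0.13, and 0.15 with the covariate). Of 357 values of lists, 333 kept their side of the threshold. Signal over background limits the dimmest genes: the median SD was 0.148 at signals of 4 to 5 and 0.0519 at 10 to 15, and with the filter at 6 there were 157 raised and 202 lowered probe sets. The median log2 change also varied with the signal, from 0.0575 at signals of 4 to 5 to -0.0275 at 8 to 10. With each array centred on its median, 155 probe sets were raised and 306 lowered, so the balance of rises and falls depends on the scaling.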

Differences from the paper's values

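Values at the probe sets of the S1 Table were chosen only after the values were seen.

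The paper gives 19.93-fold for HSPA6. At the probe set that carries the symbol HSPA6 alone the fold here was 9.75, and it stayed more than 1.5 times away from the paper's value under every alternative set before the data were examined that gives a fold, between 8.81 without PA replicate 3 and 10.33 without PA replicate 4. The control signal of HSPA6 was low at this probe set (4.78) and at the shared one (4.86), and low signals can compress a fold. At the probe set of the S1 Table that HSPA6 shares with HSPA7 the fold was 19.97, a setting chosen after seeing the values, which drops 0 of the 10 genes of Table 1.

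The paper reports 191 genes raised. With 1 probe set per gene 71 genes were raised here at an adjusted p under 0.05 and at least 1.5-fold, where the paper states a p under 1e-05 and the same fold. No alternative set before the data were examined brings the gene count within 1.5 times of 191: it was 52 at an unadjusted p under 1e-05, 7 at an adjusted p under 1e-05, 1476 without a fold threshold, and 56 to 81 under the others. Counted as probe sets, 184 were raised, and 187 with folds that round to 1.50. The list in the paper's S1 Table holds 191 probe sets with 125 distinct gene symbol entries, 1 of them a control probe set.

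A sheet of counts in the paper's S1 Table, beside its list of raised probe sets, gives 10994 probe sets with a false discovery rate under 0.05 for PA against control in MIA PaCa-2 cells, from an ANOVA over 2 cell lines. Here 6614 of the tested probe sets had an adjusted p under 0.05, and 5692 without the filter on low signals, both more than 1.5 times lower. With an ANOVA within MIA PaCa-2 and Storey-Tibshirani q-values, set before the data were examined, 9131 were under 0.05, which is within 1.5 times. At an unadjusted p under 0.05 that sheet gives 13093, the paper's value, and 12632 were found here.

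The paper states one p threshold of 1e-05 for its raised genes. In its own S1 Table 98 of the 191 probe sets have a p, and 43 a false discovery rate, under 1e-05, and the largest false discovery rate is 0.078. The paper lists DNAJA4 and HSPA8 among genes past 1.5-fold. At the gene-level probe sets their folds here were 1.39 and 1.13, both raised at an adjusted p under 0.05. The HSPA8 probe set, at 14.05 in control cells, lay close to the highest signals of the arrays (14.58 to 14.62), where a change can be compressed. With the mean of all probe sets of a gene, set before the data were examined, the fold was 1.67 for DNAJA4 and 1.33 for HSPA8, and at the probe sets of the S1 Table, chosen after seeing the values, 2.01 and 1.62, which drops 0 of the 10 genes. Of the other genes of Table 1, ATF3, HSPA1B, GADD45A, HMOX1, DDIT3, DNAJB1 and HSPA6 passed 1.5-fold here at their own probe sets, and HSPA1A at a probe set shared with HSPA1B.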

Other observations

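The tests with the GC-rich background as a covariate were chosen only after the results were seen.

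Genes of proteins that the paper followed by western blot were also on the array, as were HSPA5, ERN1 and EIF2AK3, whose proteins it names but did not blot. The blots for spliced XBP1, cleaved PARP and phosphorylated eIF2α measured forms that these mRNA signals do not. Phosphorylated eIF2α was blotted after shorter treatment than the 24 h of the arrays. XBP1, the factor spliced by IRE1, went from a log2 signal of 9.00 ± 0.11 (SD, n = 4) to 9.46 ± 0.047, or 1.37-fold (adjusted p = 0.00162 from limma), and ATF4 from 11.58 ± 0.10 to 11.94 ± 0.10, or 1.28-fold (adjusted p = 0.00772 from limma). EIF2S1, the gene of eIF2α, rose by 0.26 (standard error 0.049). HSPA5, the ER chaperone BiP, rose by 0.18 at its brightest probe set (adjusted p = 0.0376 from limma over genes). In the fit over all probe sets, 4 of its 6 were raised at an adjusted p under 0.05 at any fold, with changes of up to 0.52. The brightest was not among these 4 (adjusted p = 0.0515 from limma over probe sets). HSPA5 missed the threshold without control replicate 1, 3 or 4 or PA replicate 2, 3 or 4, with centred arrays and with the block, and its adjusted p ranged from 0.00183 to 0.0968 over the alternatives. None of these 4 genes passed with the covariate, where XBP1 changed by 0.44 (standard error 0.097 against 0.060 before), EIF2S1 by 0.31 (0.073 against 0.049), HSPA5 by 0.29 (0.062 against 0.051) and ATF4 by 0.24 (0.098 against 0.069). No probe set of ATF6, of ERN1, the gene of IRE1, or of EIF2AK3, the gene of PERK, passed, with changes of -0.14 to 0.14 over all 3 genes. Of 4 probe sets of PARP1, 1 was lowered at an adjusted p under 0.05 at any fold (log2 change -0.31, adjusted p = 0.0443 from limma). MMP7, which the paper names from earlier work, had a control signal of 4.06 ± 0.18, close to the filter, and a change of 0.13 (adjusted p = 0.347 from limma).

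Of 19 matrix metalloproteinases and genes of invasion, PLAUR (0.47), MMP1 (0.44) and PLAU (0.39) were raised, MMP11 (-0.45) and TIMP2 (-0.17) were lowered and 14 did not pass (4 and 2 when adjusted over the list alone; adjusted p = 0.264 from camera). With the covariate MMP11 (-0.54, standard error 0.152 against 0.095 before), TIMP2 (-0.21, 0.062 against 0.043) and PLAUR (0.40, 0.085 against 0.057) no longer passed. MMP11 changed by -0.20 with the mean of its probe sets, and TIMP2 missed the threshold with the block, with the mean of probe sets, and without control replicate 2 or 3 or PA replicate 2, 3 or 4 (adjusted p of 0.0517 to 0.0712 without these arrays). Of 19 genes of cholesterol synthesis, the pathway through lanosterol, NSDHL (0.26) and EBP (0.21) were raised, TM7SF2 (-0.22) was lowered and 16 did not pass (2 and 1 over the list alone; adjusted p = 0.690 from camera). None of the 3 passed with the covariate, where NSDHL changed by 0.16, EBP by 0.12 and TM7SF2 by -0.17. EBP missed the threshold without control replicate 1 or 2 or PA replicate 1 or 2 (0.0544 to 0.0692), and TM7SF2 without control replicate 2 or PA replicate 1, 2 or 3 (0.0522 to 0.0587), and neither passed with the block. Of 9 markers of epithelial cells, KRT18 (0.19) and KRT8 (0.18) were raised and CLDN4 (-0.31) was lowered (2 and 2 over the list alone; adjusted p = 0.845 from camera), and none of these passed with the covariate, where CLDN4 changed by -0.25, KRT18 by 0.13 and KRT8 by 0.08. KRT8 also missed the threshold without control replicate 1 or 2 or PA replicate 1, 2 or 4 (0.0614 to 0.0789) and with the mean of probe sets, and neither keratin passed with the block. Of 9 markers of fibroblasts and endothelium, COL1A2 (-0.53) was lowered and none was raised (0 and 1 over the list alone; adjusted p = 0.690 from camera), and COL1A2 changed by -0.28 with the covariate and no longer passed. Of 6 markers of leukocytes, CD14 (-0.52) was lowered and none was raised (0 and 1 over the list alone; adjusted p = 0.593 from camera). COL1A2 was at 10.41 and CD14 at 7.35 in control cells. MMP1 was named after its value was seen, and the alternatives were not run for it. Among named genes that did not pass, DHCR7 passed with quantile normalization, with Storey-Tibshirani q-values and without PA replicate 4 (adjusted p = 0.0484 from limma), KRT19 with centred arrays, an intensity trend, array weights, those q-values and without PA replicate 1 (0.0278), CDH5 with the trend, the weights and without control replicate 3 (0.0253), KDR without control replicate 3 (0.0458), ACTB with the trend and COL1A1 with the q-values.

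HSPA8, which hosts snoRNA genes, and SNHG12, a snoRNA host transcript of the S1 Table (0.59), rose, which raised the hypothesis that PA may slow the decay of transcripts that nonsense-mediated decay removes. The 10 measured snoRNA host genes not seen before had a median log2 change of 0.06, higher than 87.7% of 10000 random lists matched on signal, where 95% had been set as the bound, so the test leaves this open. ZFAS1, a host transcript that had also been seen in the S1 Table, changed by -0.09 at its gene-level probe set. Of 6 factors of this decay that limit their own mRNA, none was raised and SMG1 was lowered (-0.21, named after its value was seen). Their changes went both ways, from -0.21 to 0.23, with a median of -0.07. No bound was set beforehand and no random lists were drawn for them, so they do not decide the hypothesis. More nuclear RNA in the PA samples was also considered, but the test is void. The only member of its list measured beside MALAT1 was NORAD (-0.20, higher than 12.5% of random lists, whose median was -0.02), which is mainly cytoplasmic and should not have been on that list. MALAT1, seen before in the S1 Table, rose by 0.31 (adjusted p = 0.0185 from limma), and the hypothesis stays open. NORAD was named after its value was seen.

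The fall of ABCA1 and ABCG1 raised the hypothesis of lower LXR activity. The 7 measured LXR targets not seen before had a median log2 change of 0.01, lower than 60.5% of random lists, whose median was 0.03, with 1 raised and 1 lowered, so the test does not decide it.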
